# Structural disruption of BAF chromatin remodeller impairs neuroblastoma metastasis by reverting an invasiveness epigenomic program

**DOI:** 10.1186/s12943-022-01643-4

**Published:** 2022-09-03

**Authors:** Carlos Jiménez, Roberta Antonelli, Mariona Nadal-Ribelles, Laura Devis-Jauregui, Pablo Latorre, Carme Solé, Marc Masanas, Adrià Molero-Valenzuela, Aroa Soriano, Josep Sánchez de Toledo, David Llobet-Navas, Josep Roma, Francesc Posas, Eulàlia de Nadal, Soledad Gallego, Lucas Moreno, Miguel F. Segura

**Keywords:** Epigenetics, Epigenomics, Cancer, Neuroblastoma, Chromatin remodelling, SWI/SNF, Metastasis

## Abstract

**Background:**

Epigenetic programming during development is essential for determining cell lineages, and alterations in this programming contribute to the initiation of embryonal tumour development. In neuroblastoma, neural crest progenitors block their course of natural differentiation into sympathoadrenergic cells, leading to the development of aggressive and metastatic paediatric cancer. Research of the epigenetic regulators responsible for oncogenic epigenomic networks is crucial for developing new epigenetic-based therapies against these tumours. Mammalian switch/sucrose non-fermenting (mSWI/SNF) ATP-dependent chromatin remodelling complexes act genome-wide translating epigenetic signals into open chromatin states. The present study aimed to understand the contribution of mSWI/SNF to the oncogenic epigenomes of neuroblastoma and its potential as a therapeutic target.

**Methods:**

Functional characterisation of the mSWI/SNF complexes was performed in neuroblastoma cells using proteomic approaches, loss-of-function experiments, transcriptome and chromatin accessibility analyses, and in vitro and in vivo assays.

**Results:**

Neuroblastoma cells contain three main mSWI/SNF subtypes, but only BRG1-associated factor (BAF) complex disruption through silencing of its key structural subunits, ARID1A and ARID1B, impairs cell proliferation by promoting cell cycle blockade. Genome-wide chromatin remodelling and transcriptomic analyses revealed that BAF disruption results in the epigenetic repression of an extensive invasiveness-related expression program involving integrins, cadherins, and key mesenchymal regulators, thereby reducing adhesion to the extracellular matrix and the subsequent invasion in vitro and drastically inhibiting the initiation and growth of neuroblastoma metastasis in vivo.

**Conclusions:**

We report a novel ATPase-independent role for the BAF complex in maintaining an epigenomic program that allows neuroblastoma invasiveness and metastasis, urging for the development of new BAF pharmacological structural disruptors for therapeutic exploitation in metastatic neuroblastoma.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12943-022-01643-4.

## Background

Epigenetic control of gene expression is essential for the determination and maintenance of the different developmental cell lineages that must coexist in the tissues of a newly forming organism. Epigenetic alterations during development contribute to the development of embryonal tumours, originating from errors in the regular developmental process that lead to aberrant undifferentiated and proliferating cell populations [1]. Neuroblastoma, an embryonal tumour of the sympathetic nervous system, originates from undifferentiated precursor cells of the neural crest aimed at undergoing dorsolateral migration and becoming sympathoadrenergic cells. These cells fail to undergo a complete adrenergic differentiation course and initiate a neoplastic process, leading to the onset of an aggressive and metastatic paediatric oncologic disease [2]. Molecular alterations driving neuroblastoma initiation and progression include aberrant epigenetic landscapes, such as abnormal DNA methylation patterns [3, 4] or oncogenic super-enhancers that determine malignant phenotypes [5, 6].

Chromatin remodelling is the final step in epigenetic regulation through which specific chromatin condensation states are achieved. It is the final consequence of the cascade of molecular events triggered by specific epigenetic signals (i.e. DNA methylation, histone marks, or chromatin-associated non-coding RNA), followed by their recognition by epigenetic readers, and culminating in the activity of a chromatin remodeller at a specific genomic locus [7]. ATP-dependent chromatin remodellers are molecular machines that use ATP hydrolysis as the energy source to produce diverse effects on the chromatin structure. Among them, mammalian switch/sucrose non-fermenting (mSWI/SNF) remodellers are huge macromolecular complexes that increase chromatin accessibility by generating nucleosome-depleted regions [8], thereby enabling the direct interaction between DNA and certain regulatory proteins, usually transcription factors [9, 10]. These remodellers act at a genome-wide level [11, 12] and have tissue-specific regulatory functions [13, 14], which makes them relevant epigenetic coactivators that translate epigenetic signals into open chromatin states and help maintain cell identity. mSWI/SNF are multiprotein macro-complexes that exist in three different intracellular coexistent subtypes, namely, *BRG1-Associated Factor* (BAF), *Polybromo-associated BAF* (PBAF), and *non-canonical BAF* (ncBAF) complexes, all of which have specific subunit compositions and divergent genomic occupancies [15–17].

The special relevance of the mSWI/SNF complexes in cancer, reported in the early 2000s and in continued increase in the last two decades, is reflected in the fact that ~ 20% of human cancers harbour deleterious mutations in at least one mSWI/SNF subunit, a mutation rate comparable to that of well-known driving tumour suppressors such as *TP53* and *PTEN* [18]. Moreover, aberrations involving certain mSWI/SNF subunits are defining and ubiquitous traits of certain rare tumours of embryonal origin, such as *SMARCB1* loss in rhabdoid tumours [19], or translocations involving the *SS18* gene in synovial sarcoma [20]. However, oncogenic functions of this complex have been reported in different human malignancies, with certain oncogenic functions being dependent on the expression of determined mSWI/SNF subunits, and their overexpression correlating with poor prognosis in patients [21–24].

The embryonal origin of neuroblastoma, together with the driving role of epigenetic alterations in these tumours, put mSWI/SNF complexes in the spotlight as plausible executors of the aberrant epigenetic landscapes by translating them into chromatin states and maintaining specific oncogenic transcriptional programs. Indeed, deleterious mutations in the genes encoding the mSWI/SNF subunits ARID1A and ARID1B have been reported in neuroblastoma samples and are associated with poor patient prognosis [25, 26]. Moreover, ARID1A loss has functional driving effects on the oncogenic functions of neuroblastoma cells, including invasiveness and adrenergic-to-mesenchymal transition [27, 28]. Conversely, the mRNA and protein expression of one of the catalytic subunits, BRG1 (or SMARCA4), was correlated with advanced stages and poor prognosis in neuroblastoma patients, and this subunit was reported to control an oncogenic transcriptional program in neuroblastoma cells [29].

Hence, an in-depth study of this chromatin remodeller as a whole, and not of its subunits as independent entities, is still needed to elucidate its complete set of functions in neuroblastoma. We present a systematic analysis of the presence, composition, and role of mSWI/SNF in neuroblastoma cells, which led to the discovery of multiple cancer-relevant transcriptional regulatory functions attributed exclusively to the structural integrity of the BAF-subtype complex. Structural disruption of the BAF complex, achieved by silencing of its essential subunits ARID1A and ARID1B, exerted an epigenomic reprogramming in neuroblastoma cells, resulting in the repression of a wide expression program involving invasiveness-related genes such as integrins, cadherins, and key mesenchymal regulators, leading to the impairment of metastatic invasion, an effect that is potentially exploitable in a therapeutic strategy for the treatment of metastatic neuroblastoma.

## Methods

### Proliferation, adhesion, and invasion assays

Neuroblastoma proliferation experiments were performed by seeding 8 × 10^4^ cells/well in 24-well plates and allowing them to grow for 72 h. The cells were fixed with 1% glutaraldehyde and stained with 0.5% crystal violet. Dried crystals were dissolved in 15% acetic acid and the absorbance was measured at 590 nm. For adhesion assays, 96-well culture plates were pre-coated with poly-D-lysine (Sigma-Aldrich, St. Louis, MO, USA; 0.5 mg/mL in water, 20 min at 37 °C), followed by coating with collagen I (Corning Inc., Corning, NY, USA; 80 µg/mL in 0.02 M acetic acid, overnight evaporation), and 4 × 10^4^ cells/well were seeded. Non-adherent cells were removed in a time course of 5-min intervals by aspiration. The remaining collagen-adhered cells were allowed to stand for 8 h in full medium for complete attachment; afterwards, the cells were fixed with 1% glutaraldehyde and stained with crystal violet. Adhesion percentage was normalised to empty wells (0% adhesion) and non-aspirated cells (100% adhesion). Invasion assays were performed by seeding 2 × 10^5^ cells in serum-free media in the upper chamber of transwells (Corning; 8.0 µm pore size) previously coated with a collagen barrier, upon a lower chamber filled with serum-containing media. After 16 h, the remaining cells were removed from the upper chamber, and the cells that had migrated to the lower membrane surface were fixed with 4% paraformaldehyde and stained with crystal violet. Invading cells were imaged by bright field microscopy, quantified by diluting crystals in acetic acid, and the absorbance was read at 590 nm.

### RNA-sequencing

RNA was purified from neuroblastoma cells using Qiazol buffer and the miRNeasy Mini Kit (Qiagen, Hilden, Germany), following the manufacturer’s instructions. Total RNA was eluted in nuclease-free water and fluorescently quantified using the Qubit RNA HS Assay (Invitrogen, Waltham, MA, USA), and its quality was evaluated with the RNA 6000 Nano Assay on a Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Libraries were prepared using the TruSeq Stranded mRNA LT Sample Prep Kit protocol (Illumina, San Diego, CA, USA) and sequenced on NovaSeq 6000 (Illumina) at the National Center of Genomic Analyses (CNAG-CRG, Barcelona, Spain). For detailed procedures and analysis, see Supplementary Materials and Methods (Additional file 1).

### ATAC-sequencing

ATAC-seq samples were processed in triplicate as previously reported [30], with minor modifications. Transposase Tn5 E54K, L372P was expressed and purified from the pETM11 vector, loaded with linker oligonucleotides as previously reported [31], purified with a 30-kDa Amicon Ultra 0.5 centrifugal unit (Sigma-Aldrich) and diluted to 0.1 mg/mL in 25% glycerol. Nuclei corresponding to 5 × 10^5^ cells were mixed with 5 μL of loaded Tn5 and tagmentation mix, and the mixture was incubated for 60 min at 37 °C. Tn5 was heat-inactivated for 5 min at 80 °C. DNA was purified using the MinElute PCR Purification kit (Qiagen) and PCR-amplified using NEBNext 2 × Ultra Mastermix (New England Biolab, Ipswich, MA, USA) with the combinatorial dual index primers i5 and i7 (IDT, Newark, NJ, USA) for 12 cycles. Libraries were purified with Ampure Beads (Beckman Coulter, Brea, CA, USA) and quality-checked with Agilent High-Sensitivity DNA on an Agilent 2100 instrument (Agilent). Samples were sequenced on a NovaSeq 6000 (Illumina) at CNAG-CRG. For detailed procedures and analysis, see Supplementary Materials and Methods (Additional file 1).

### Neuroblastoma metastasis murine models

Experimental procedures involving animals were performed at the Rodent Platform of the Laboratory Animal Service of the Vall d’Hebron Institute of Research (LAS, VHIR, Barcelona, Spain). All animal protocols were reviewed and approved by the regional Institutional Animal Care and Ethics Committee of Animal Experimentation. Murine neuroblastoma metastatic models were generated as previously described [32]. SK-N-BE(2) neuroblastoma cells stably transduced with the lentiviral FLUC vector, originally named CSCW2-Fluc-ImC [33], containing mCherry and Firefly Luciferase reporters in a Fluc-IRES-mCherry expression cassette, and prepared in 200 μL of phosphate-buffered saline (PBS), were intravenously injected into 5-week-old Fox Chase SCID beige mice (Charles River, Wilmington, MA, USA).

For short-term metastasis experiments, 2 million SK-N-BE(2)-FLUC cells were stained immediately before injection with CellTrace™ Far Red (Invitrogen) following the manufacturer’s instructions. At days 4 and 7 after injection, mice were euthanised, following which livers were collected, mechanically dissociated, and incubated with 10 mg/mL collagenase type I (Gibco, Amarillo, TX, USA) under agitation at 37 °C for 30 min. Homogenates were filtered through a 100-µm cell strainer (Corning) and washed with PBS. Red blood cells were eliminated by incubation for 10 min on ice with 5 mL of erythrocyte lysis buffer (Qiagen). Human cells were enriched using the Mouse Cell Depletion Kit and the QuadroMACS magnetic cell separator (Miltenyi Biotec, Bergisch Gladbach, Germany). Pairs of liver samples from the same experimental group were pooled and subjected to a second round of purification. Eluates were stained with SYTOX Blue (Invitrogen) and analysed using the fluorescence-activated cell sorter LSR Fortessa (BD Biosciences, Franklin Lakes, NJ, USA) at the Flow Cytometry facility of VHIR. The results were analysed using FlowJo v10.8 software (BD Biosciences).

For long-term metastasis experiments, 2 × 10^5^ SK-N-BE(2)-FLUC cells were injected into the tail vein. At the indicated time points, the mice were anaesthetised by isoflurane inhalation and intraperitoneally injected with D-luciferine (Invitrogen). Luminescence signals were acquired using an IVIS SpectrumCT In Vivo Imaging System (PerkinElmer, Waltham, MA, USA), and visualised and quantified using Living Image Software 4.5.2 (Perkin Elmer). Average photon counts from same-duration expositions were calculated for the whole body for each mouse and normalised by extracting the background signal. Mice were monitored for symptomatology such as signs of suffering or appearance of palpable metastatic lesions, as endpoint criteria.

## Results

### Proliferation of neuroblastoma cells depends on BAF complex structural integrity

We initiated a systematic study on mSWI/SNF in neuroblastoma by determining the structural integrity and composition of its variants. Isolation of all complex subtypes existing in neuroblastoma cell lines by immunoprecipitation of the ubiquitous BRG1 catalytic subunit and analysis of its interactors by mass spectrometry led to the identification of all known mSWI/SNF subunits from the core and ATPase modules, as well as those specific to the three same-cell coexistent variants (Fig. 1A, Table S1), except from BRM (or SMARCA2), which is mutually exclusive with BRG1, the bait of the proteomic study. This reflects the presence and structural integrity of the three known variants in neuroblastoma cells. To elucidate the contribution of the mSWI/SNF complex to the oncogenic properties of neuroblastoma cells, we tested the effects of different loss-of-function strategies.

**Fig. 1:**
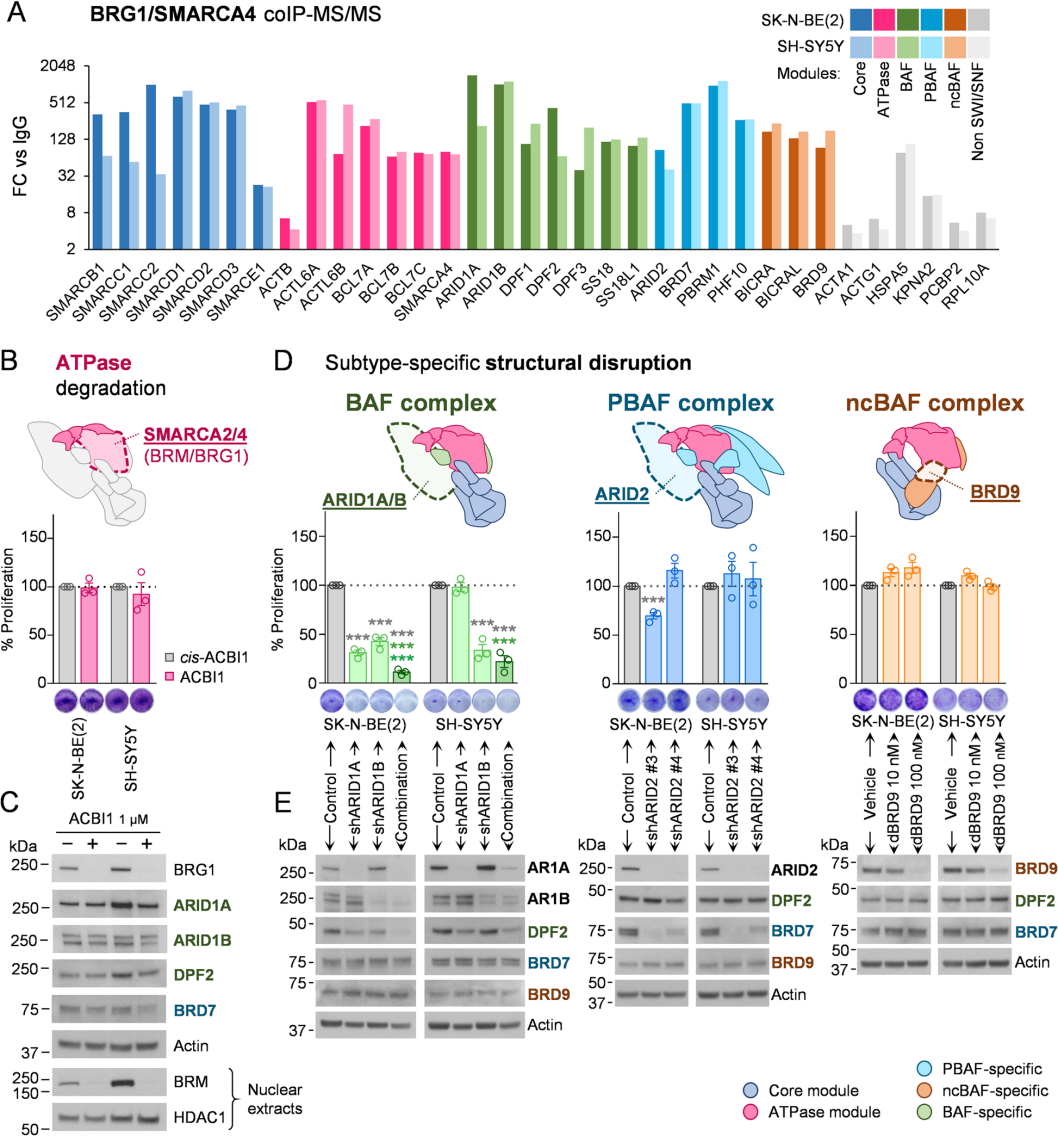
Structural integrity of BAF complex is essential for neuroblastoma proliferation. **A** Mass spectrometry analysis of mSWI/SNF complexes composition in SK-N-BE(2) and SH-SY5Y neuroblastoma cell lines. Proteins enriched in BRG1/SMARCA4 co-immunoprecipitation compared with normal IgG control in both cell lines (Bayesian False Discovery Rate (BDFR) < 0.05) are shown. Fold change of average spectrum counts with respect to IgG (FC vs IgG) is represented. **B** Degradation of mSWI/SNF ATPase subunits in neuroblastoma cells. Upper panel, schematic representation of the catalytic subunits BRM/SMARCA2 and BRG1/SMARCA4. Lower panel, proliferation assay of neuroblastoma cell lines treated with 1 μM of the BRM/BRG1 degrader ACBI1, or its negative control *cis*-ACBI1 for 96 h. **C** Protein expression analysis of mSWI/SNF subunits in neuroblastoma cells treated with 1 μM *cis*-ACBI1 (labelled as –) or ACBI1 (labelled as +) for 96 h. BRM analysis was performed on nuclear extracts, using HDAC1 as nuclear loading control. **D** mSWI/SNF subtypes specific disruption in neuroblastoma cells. Upper panel, schematic representation of the key subtype-specific subunits selected for gene silencing. Lower panel, 96 h proliferation assays with neuroblastoma cell lines seeded at 72 h post-transduction with shRNA against the indicated genes or with a non-silencing shRNA control. For BRD9 degradation, cells were treated with the dBRD9 degrader or vehicle at the indicated doses. **E** Protein expression analysis of mSWI/SNF subunits in neuroblastoma cells transduced with shRNA or treated with dBRD9 for 96 h. AR1A means ARID1A; AR1B means ARID1B. *** means *p* < 0.001. Colour code indicates the condition against which the multiple comparison statistical tests are calculated

First, we focused on the catalytic subunits BRM and BRG1, the ATPase activity of which is crucial for active chromatin remodelling by all known mSWI/SNF variants. PROTAC degradation of these two subunits did not exert any effect on cell proliferation (Fig. 1B) or on the protein levels of other mSWI/SNF subunits, indicating the permanence of the structural integrity of the different complexes after this inhibitory strategy (Fig. 1C). Nevertheless, the subtype-specific structural disruption of each of the three same-cell coexistent mSWI/SNF variants by silencing of known subtype-specific and essential structural subunits [16] showed a clear proliferative dependency of neuroblastoma cells on BAF complex structural integrity, which was observed when silencing the pair of redundant and mutually exclusive BAF-specific subunits ARID1A/B (Fig. 1D, Fig. S1A-B), and also after ARID1B silencing in the ARID1A-defficient COG-N-278 neuroblastoma cell line (Fig. S1C-D). This dependency was not reported for the PBAF complex, through ARID2 silencing, or for ncBAF, through BRD9 degradation (Fig. 1D). Monitoring each of the subtype-specific subunits, DPF2, BRD7, and BRD9 for BAF, PBAF, and ncBAF, respectively, showed their specific destabilisation after each silencing experiment, thereby confirming the efficacy and specificity of the structural disruption of each variant (Fig. 1E). The relevance of the structural integrity of the mSWI/SNF complex on neuroblastoma proliferative function was further proven by the simultaneous full disassembly of the three complex variants by silencing of the SMARCC1 and SMARCC2 core subunits (Fig. S1C-D), which are essential for the initiation of the assembly process [16].

These results show that, among the three coexistent and fully assembled mSWI/SNF complexes found in neuroblastoma cells, only the structural integrity of the BAF complex, and not its ATPase activity, is important for neuroblastoma proliferation.

### Structural disruption of the BAF complex by ARID1A and ARID1B silencing exerts an extensive impact on the neuroblastoma transcriptome involving cell cycle blockade

The marked effect exerted by BAF complex disruption in comparison with that of PBAF and ncBAF encouraged us to break down the detailed functions of this variant in neuroblastoma. Because the main functional difference between the complex subtypes is their genomic occupancy and the transcriptional network under their specific control [17, 34], we sought to determine the gene expression network under BAF control by performing a transcriptome-wide analysis. RNA-Seq of neuroblastoma cells after BAF disruption by silencing of ARID1A and ARID1B with two different shRNAs for each protein (Fig. S2A) revealed the presence of hundreds of transcripts whose expression was modulated after the simultaneous knockdown of both subunits. 

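SK-N-BE(2) is an established human neuroblastoma cell line. Its transcriptome was sequenced at 72 h in 7 conditions with 3 libraries each: a non-silencing control, 2 single shRNAs against ARID1A, 2 single shRNAs against ARID1B and 2 combinations of both. An shRNA is a short hairpin RNA that lowers the level of its target transcript. Polyadenylated RNA was made into stranded libraries and sequenced on an Illumina NovaSeq instrument. The authors deposited 1 value per gene and library for 60728 gene identifiers, together with 3 tables of their own comparisons with the control. Each deposited value is a number of reads divided by 1 size factor per library, and recovering the reads from these steps gave whole numbers for 100% of the values, with a largest deviation of 0.007 read. The recovered reads per library ranged from 27954334 to 41077638 with a median of 34973565. The median was 31829634 in the control libraries (30579746 to 34973565), 33152399 in those labelled shARID1A (28558500 to 38004732), 36752223 in those labelled shARID1B (27954334 to 41077638) and 34600461 in those labelled shARID1A/B (33361302 to 40905514). Log2 of the deposited value plus a pseudocount of 1 was tested with limma over all 21 libraries in 4 groups, so the 6 libraries of each silenced group pool 2 shRNAs or combinations. The test covered 18584 genes, and p-values were adjusted by the Benjamini-Hochberg method.
The silenced genes were examined first. ARID1A (chromosome 1, 26693236 to 26782110, GRCh38, GENCODE release 29, matched by gene identifier without its version, since the paper's text does not name the build of the files) and ARID1B (chromosome 6, 156776020 to 157210779) were measured in every library. The normalized value of ARID1A was 6097 to 6463 in the 3 control libraries, 2109 to 2289 in the 6 libraries labelled shARID1A, 1882 to 2507 in those labelled shARID1B and 5352 to 5752 in those labelled shARID1A/B. ARID1B had values of 5791 to 5804 in the control, 2224 to 3126 in the libraries labelled shARID1A, 4913 to 6182 in those labelled shARID1B and 1881 to 2651 in those labelled shARID1A/B. The log2 fold change of ARID1B in the libraries labelled shARID1B was -0.07 (standard error 0.15, adjusted p = 0.81 from limma), and that of ARID1A in the libraries labelled shARID1A/B was -0.19 (standard error 0.09, adjusted p = 0.14 from limma). It was ARID1A that fell in the libraries labelled shARID1B, by 1.53 on the log2 scale (adjusted p = 7.09e-10 from limma), and in those labelled shARID1A both genes fell, ARID1A by 1.52 and ARID1B by 1.14. ARID1B fell by 1.38 in the libraries labelled shARID1A/B. The targeted genes thus go against the labels shARID1B and shARID1A/B, and the libraries labelled shARID1A have both transcripts lowered. ARID1A was lower in 6 of 6 libraries labelled shARID1A/B, and this small fall passed the threshold when 7 conditions were fitted. The small change of ARID1B in the libraries labelled shARID1B moved most with only shARID1B.2 or only shARID1B.3 in the fit, to -0.21 and 0.07. The authors' deposited tables were compared with these groups by their fold changes over 15456 genes. Their combination table differed by a median of 0.00026 from the libraries labelled shARID1A, their shARID1A table by 0.00016 from those labelled shARID1B, and their shARID1B table by 0.00051 from those labelled shARID1A/B. Every direction reported for a silenced group is therefore drawn from libraries named by their labels.

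**Figure D1:**
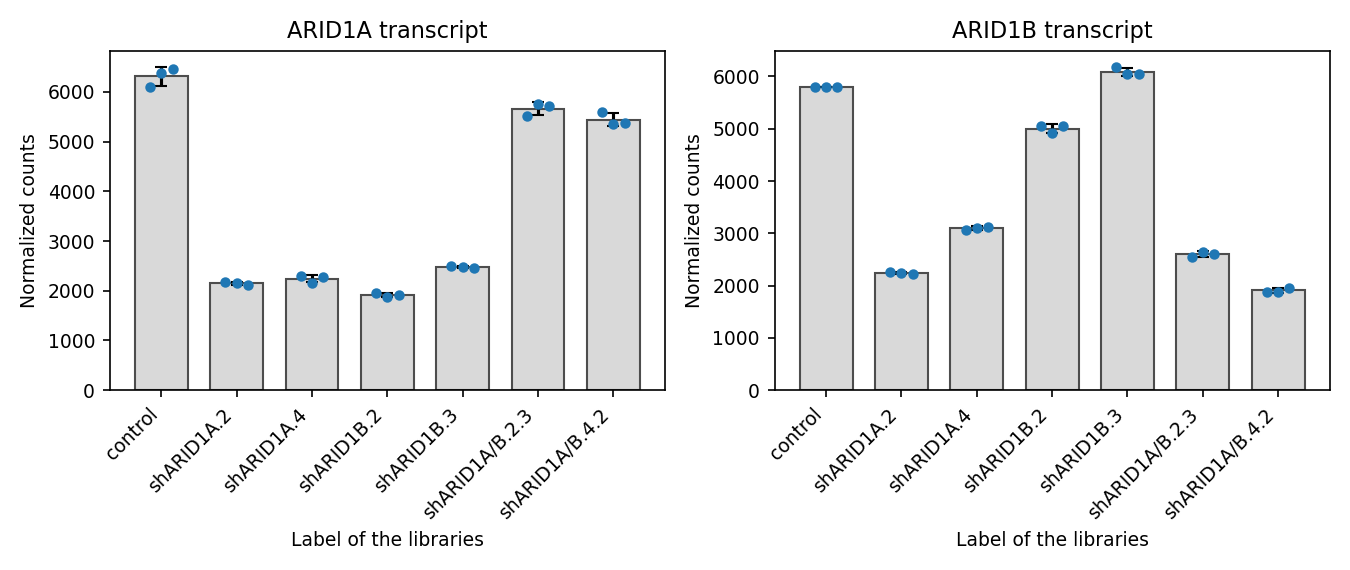
Normalized counts of ARID1A (left) and ARID1B (right) by the label of the libraries. Bars are means, error bars are SD over 3 libraries and points are single libraries. All 6 libraries labelled shARID1B lie at 4913 or higher for ARID1B, and all 6 labelled shARID1A/B at 5352 or higher for ARID1A.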

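With the cutoffs of Fig. 2A, a log2 fold change above 1.5 or below -1.5 and an adjusted p-value under 0.001, 191 genes were modulated in the libraries labelled shARID1A/B, 100 of them lower and 91 higher than the control. At the wider cutoffs of Fig. 3B the number was 1440. The share of lower genes among the 191 depended on scaling. It was 52.4% here, 36.6% of the genes called with scaling to total reads and 40.7% of those called with upper-quartile normalization. The number moved most when only the shARID1A/B.4.2 libraries were set against the control, which gave 1173 genes, whereas 152 genes passed in both combinations when each was set alone against the control. The edgeR quasi-likelihood test on the recovered reads called 166 genes. The DESeq2 Wald test called 255, which included 166 of those called by limma. Conditions were also taken from the deposited comparisons, a setting chosen after seeing the data, in which each comparison uses the libraries whose fold changes equal the deposited table of that name. The combination then had 669 modulated genes.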

Contrarily, single silencing of each subunit showed smaller and subunit-specific groups of modulated genes, the majority of which were also modulated after complete disruption of the complex (Fig. 2A), illustrating the redundant and compensatory functions of these two subunits in neuroblastoma. Therefore, we focused on the genes that were modulated after the combined silencing of ARID1A and ARID1B, which were named BAF-modulated genes (Fig. 2B; Additional file 2). 

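The cutoffs of Fig. 2A were passed by 669 genes in the libraries labelled shARID1A and by 91 genes in those labelled shARID1B. The first number is larger than that of the libraries labelled shARID1A/B. Of the 669 genes, 155 (23.2%) were also modulated in the libraries labelled shARID1A/B, and of the 91 genes, 22 (24.2%) were. Those 22 genes were modulated in all 3 groups, and 36 genes were modulated only in the libraries labelled shARID1A/B. Comparisons with shared control libraries overlap by chance, so unchanged single silencings were simulated 20 times against the same controls. These had 0 modulated genes, which leaves no overlap of calls to compare. At an unadjusted p-value under 0.05 in the same direction, 189 of 191 genes changed in the libraries labelled shARID1A and 138 (72.3%) in those labelled shARID1B. The simulations gave 9.7% and 9.8% on average of the genes modulated in the libraries labelled shARID1A/B. ARID1A changed little in the libraries labelled shARID1A/B, as did ARID1B in those labelled shARID1B, so these overlaps are between labels. With the conditions of the deposited comparisons, 72 of 91 genes (79.1%) of shARID1A and 155 of 191 genes (81.2%) of shARID1B were also modulated in the combination, a setting chosen after seeing the data. In the authors' deposited tables, 123 of 150 genes and 198 of 257 genes are shared with the combination at these cutoffs. The overlap of the libraries labelled shARID1A moved most, to 436 genes, when 7 conditions were fitted with contrasts averaged over the 2 shRNAs.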

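Among the genes modulated in the libraries labelled shARID1A/B and in each of its 2 combinations alone, with a mean of at least 50 normalized counts, the largest falls were in TMEM108-AS1, ROR1-AS1, EDN3, CELF2 and PRKCH. TMEM108-AS1 had a log2 fold change of -3.61 (standard error 0.32, adjusted p = 1.16e-07 from limma) and ROR1-AS1 one of -3.13 (standard error 0.41, adjusted p = 1.35e-05). The log2 fold changes of EDN3, CELF2 and PRKCH were -3.07, -2.64 and -2.46. The largest rises were in CDH7 (2.93), SMTNL2 (2.79), H4C15 (2.51), GABRB1 (2.48) and SESN2 (2.44). TMEM108-AS1 and ROR1-AS1 are antisense genes, and H4C15 belongs to a family of near-identical histone genes, so reads of these 3 genes are uncertain where the counting did not separate strands or copies, which the paper's text does not state. Without control replicate 1 the log2 fold change of H4C15 was 1.64. TMEM108-AS1 fell by 6.26, EDN3 fell by 4.84 and CDH7 rose by 3.89 on the log2 scale in the libraries labelled shARID1A, whose fold changes equal the deposited combination table. CELF2, GABRB1 and SESN2 also changed more there than in the libraries labelled shARID1A/B. ROR1-AS1 (-2.03), SMTNL2 (2.27) and H4C15 (1.25) changed less there, and PRKCH was -2.46 in both groups. With the conditions of the deposited comparisons the same rule named SCGN and HGF among the falls and SPOCK2, ABCA1 and AC107398.3 among the rises.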

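Over the 191 modulated genes of the libraries labelled shARID1A/B, the median absolute log2 fold change was 1.86 in these libraries, 2.02 in the libraries labelled shARID1A and 0.89 in those labelled shARID1B. The change went in the same direction in all 3 groups for 97.9% of the genes, where simulated unchanged groups against the same controls gave 56.3%. It was larger in the libraries labelled shARID1A/B than in both other groups for 72 genes (37.7%, 95% Wilson interval 31.1 to 44.7). Genes chosen because they changed in a group look larger there. In the simulations the corresponding share was 99.9%, but the other groups were set to no change, which fixes that share in advance. It therefore does not measure the effect of this choice. When genes were called on shARID1A/B.2.3 and measured in shARID1A/B.4.2, 87 of 968 genes (9.0%) changed more than in both shARID1A.4 and shARID1B.2. Calling on shARID1A/B.4.2 and measuring in shARID1A/B.2.3 gave 76 of 1241 genes (6.1%) against shARID1A.2 and shARID1B.3. With the conditions of the deposited comparisons the medians were 2.00 in the combination, 1.13 in shARID1A and 1.34 in shARID1B, and 617 of 669 genes (92.2%) changed more in the combination than in both. Held out, these shares were 34.2% and 41.7%. They are against averages over both conditions of each other group, so they are not like for like with 9.0% and 6.1%. The direction of each change is drawn from libraries whose labels the targeted genes go against.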

Average expression levels of these genes were more pronouncedly modulated after full BAF disruption than after individual silencing of ARID1A or ARID1B, although these genes were modulated in the same direction by both proteins separately (Fig. S2B-C). 

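Modulated genes were assigned to the clusters that need an adjusted p-value under 0.05 in the same direction in both single silencings, a rule read from Additional file 2, whose copy used here holds 813 genes where the authors' deposited table gives 814 at the same cutoffs. Of the 191 genes modulated in the libraries labelled shARID1A/B, 112 (58.6%, 95% Wilson interval 51.6 to 65.4) met this rule. A further 75 genes met it for the libraries labelled shARID1A alone, 0 for those labelled shARID1B alone and 4 for neither. These 4 genes, named after their values were seen, are SYNPR, CIRBP-AS1, OSBPL10 and H4C15. SYNPR had a log2 fold change of -2.53 in the libraries labelled shARID1A/B and went the opposite way in those labelled shARID1B (1.86). The share moved most when an adjusted p-value under 0.001 was required in both, which left 38 genes (19.9%). At an unadjusted p-value under 0.05 the share was 72.3%, where simulated unchanged groups gave 5.1% on average. Under the conditions of the deposited comparisons, 395 of 669 genes (59.0%, interval 55.3 to 62.7) met the rule. In the authors' deposited tables, 412 genes do.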

Of note, sorting this set of BAF-modulated genes according to their behaviour after single inhibitions revealed that the majority of them (50.61%) belonged to clusters of genes regulated by ARID1A and ARID1B separately, but with more pronounced modulation after simultaneous inhibition (Clusters 1 and 5, Fig. 2B-C). Comparison between single and combined knockdowns within these clusters revealed that, in all of them, the average expression levels of the included genes was more modulated after full BAF disruption than after single silencing, even in cases in which those genes were modulated by only one of the proteins (Fig. 2D). These results showed the synergistic effects of simultaneously inhibiting ARID1A and ARID1B on the transcriptome of these cells in terms of both gene network extension and intensity of gene expression modulation, indicating that only complete disruption of the BAF complex through this combined silencing can uncover all of its transcriptomic functions.

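Fold changes were compared within the clusters. Among the 49 genes that were lower, with an adjusted p-value under 0.05 in both other groups, the median log2 fold change was -1.84 in the libraries labelled shARID1A/B, -2.30 in those labelled shARID1A and -1.12 in those labelled shARID1B, and 6 genes fell more in the first than in both others. Of the 63 higher genes of this kind, 12 rose more, with medians of 1.95, 2.27 and 1.48. Where this held only in the libraries labelled shARID1A, 36 of 48 lower genes and 14 of 27 higher genes changed more in those labelled shARID1A/B. With the conditions of the deposited comparisons, 185 of 191 lower genes and 192 of 204 higher genes of this kind changed more in the combination. These counts describe genes chosen for a large change in the group they were called in, and the difference between groups was not tested gene by gene.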

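Additivity was tested on the log2 scale by setting the libraries labelled shARID1A/B plus the control against the sum of those labelled shARID1A and shARID1B. Departure from additivity was found at an adjusted p-value under 0.05 in 4487 of 18584 genes (24.1%) with limma. Among the 191 modulated genes, 110 departed, 4 of them with a change larger than the sum and 106 with a smaller one. The libraries labelled shARID1A, which are part of this sum, have both transcripts lowered, and ARID1A changed little in those labelled shARID1A/B. By the labels the test therefore cannot decide how the 2 silencings combine. The number of departing genes was 13911 when only shARID1A.2, shARID1B.3 and shARID1A/B.2.3 were used. With the conditions of the deposited comparisons, 173 genes departed from additivity, 1670 had an unadjusted p-value under 0.05, and all 15 departing genes among the 669 modulated genes changed less than the sum. In simulated libraries with known effects, the test found 400 of 400 non-additive genes with 21 other genes called. The simulated libraries had no spread between the shRNAs of a group, unlike the data, so this count does not give the test's power here. From the wider network and the stronger changes after combined silencing, the paper concludes that the effects are synergistic.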

**Fig. 2:**
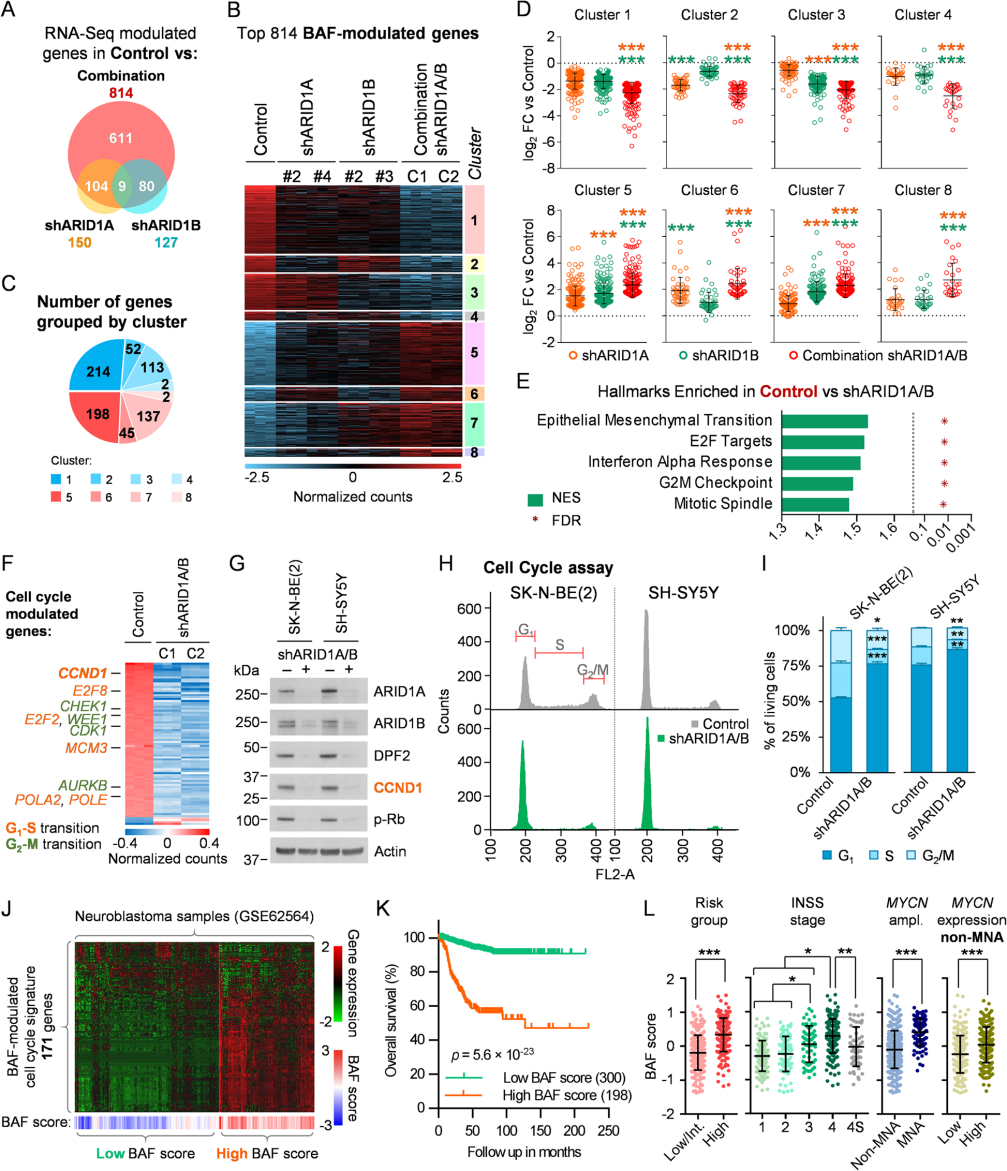
Co-depletion of ARID1A and ARID1B uncovers a wide transcriptome reprogramming involving cell cycle blockade. **A** Modulated genes in SK-N-BE(2) cells after single silencing of *ARID1A* or *ARID1B* with two different shRNAs for each gene (shARID1A, shARID1B) and two combinations of shRNA for both genes (Combination) analysed by RNA-Seq. Venn diagram shows the number of modulated genes in comparison with a non-silencing control for each of the three experimental conditions, using cutoff values of log_2_ FC (Fold Change) > 1.5 or < -1.5, and adjusted *p*-value < 0.001. **B** Heatmap representing relative RNA expression of genes modulated after BAF-disruption (Combination), using a cutoff of log_2_ FC > 1.5 or < -1.5, and adjusted *p*-value < 0.001. Genes were sorted by single inhibition behaviour-based clusters. **C** Pie chart representing the proportion of BAF-modulated genes included in each cluster. **D** Comparison of expression FC against control among experimental groups of BAF-modulated genes split in single inhibition behaviour-based clusters. Colour code indicates the condition against which the multiple comparison statistical tests are calculated. **E** Normalized Enrichment Score (NES) and False Discovery Rate (FDR) of the top 5 hallmarks of transcriptionally enriched genes in control compared with BAF-depleted cells (shARID1A/B), by Gene Set Enrichment Analysis. **F** Heatmap representing relative RNA expression of those genes included in E2F targets, G_2_-M checkpoint and mitotic spindle hallmarks from MSigDB, and modulated after BAF-disruption using a cutoff of log_2_ FC > 1 or < -1, and adjusted *p*-value < 0.001. **G** Cyclin D1 (CCND1) and phosphorylated Rb (p-Rb) western blot analysis of BAF-disrupted cells, at 96 h after transduction with shARID1A and shARID1B. **H** Cell cycle analysis of neuroblastoma cell lines co-transduced with shARID1A and shARID1B, or with control shRNA, analyzed by flow cytometry. **I** Quantification and comparison of the different cell cycle phase populations detected by flow cytometry. **J** RNA expression of a BAF-modulated the cell cycle transcriptional signature consisting of 171 genes in a gene expression dataset of 498 human neuroblastoma tumours (GSE62564). Patients were unbiasedly clustered into high and low BAF score groups, as described in Supplementary Materials and Methods. **K** Kaplan–Meier plots comparing the overall survival of high and low BAF score group of patients. **L** Comparison of BAF signature score according to risk groups, INSS (International Neuroblastoma Staging System) stages, *MYCN* amplification (MNA) and *MYCN* mRNA expression (above or below median) in non-MNA cases. * means *p* < 0.05; ** means *p* < 0.01; *** means *p* < 0.001

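Cell-cycle genes were examined with the S-phase and G2/M gene lists of the Seurat package, because the hallmark sets were not used here. The median log2 fold change of the 43 S-phase genes was -0.97 in the libraries labelled shARID1A/B, with 42 of 43 genes lower (adjusted p = 9.37e-26 from limma's camera test with a preset correlation of 0.01). The 54 G2/M genes had a median of -1.01, with 54 of 54 lower (adjusted p = 1.74e-33). Medians in the libraries labelled shARID1A were -1.06 and -1.00, and in those labelled shARID1B -0.39 and -0.32. Set against the libraries labelled shARID1B directly, those labelled shARID1A/B were lower by a median of -0.60 for the S-phase genes (adjusted p = 1.36e-15) and -0.69 for the G2/M genes, calls that did not hold with an estimated correlation. All of these calls held under fry. With an estimated correlation, those of the libraries labelled shARID1A/B and shARID1A held, and those of the libraries labelled shARID1B did not. Per condition, the S-phase median was -1.08 ± 0.02 (SD, n = 3) in shARID1A/B.2.3, -0.88 ± 0.02 in shARID1A/B.4.2, -0.57 ± 0.01 in shARID1B.2 and -0.13 ± 0.02 in shARID1B.3. The targeted genes go against the labels shARID1A/B and shARID1B.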

Functional annotation of BAF-modulated genes revealed multiple cell cycle-related gene sets among the most repressed biological hallmarks (Fig. 2E, Fig. S2D-H, Table S2). These genes, mainly repressed, were implicated both in the progression of the cell cycle from G_1_ to S phase (E2F targets) as well as at later points of the cell cycle (G_2_-M checkpoint, mitotic spindle) (Fig. 2F), a repressive event potentially explained by G_1_ phase arrest. 

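All 10 genes named in Fig. 2F were lower in the libraries labelled shARID1A/B with an adjusted p-value under 0.05, whether adjusted over all genes or adjusted over the list alone. The list was chosen by the study on these libraries, so the second count is not independent evidence. All 10 were lower in the libraries labelled shARID1A, and 4 (7 adjusted over the list alone) in those labelled shARID1B. CCND1 (chromosome 11, 69641087 to 69654474), which encodes cyclin D1, had a normalized value of 39739 ± 50.2 (SD, n = 3) in the control, 13991 ± 173 in shARID1A/B.2.3, 27294 ± 1256 in shARID1A/B.4.2, 12125 ± 76.3 in shARID1A.2 and 13777 ± 31.9 in shARID1A.4. Its log2 fold change in the libraries labelled shARID1A/B was -1.02 (standard error 0.25, adjusted p = 0.00517 from limma), and with each library left out in turn it stayed between -1.13 and -0.92. MCM3 had a log2 fold change of -1.21 and E2F8 one of -1.54. WEE1 had the smallest change of these 10 genes, -0.44 (adjusted p = 0.00989). With scaling to total reads it was -0.33 and did not pass the threshold, and in the libraries labelled shARID1A WEE1 fell by 1.30. The difference between the 2 groups was itself tested for WEE1 (-0.86, adjusted p = 1.02e-05 from limma).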

Silencing of ARID1A/B caused a strong decrease in cyclin D1 protein levels in neuroblastoma cells, with a concomitant reduction in Rb phosphorylation (Fig. 2G). Flow cytometry cell cycle analysis confirmed a clear increase in the percentage of G_1_ phase cells and a reduction in the S and G_2_/M phases, validating cell cycle arrest after BAF complex disruption (Fig. 2H-I). No signs of apoptosis or other types of cell death involving cell membrane permeabilisation were observed in the long term (Fig. S3), indicating that the decrease in proliferation observed after BAF disruption was related to strong cell cycle arrest, without the contribution of cell death. Interrogation of a cell cycle-related BAF-controlled transcriptional signature, consisting of 171 genes (Table S3), on patient sample expression datasets correlated the BAF activity score with poor prognosis, advanced stages of the disease, *MYCN* amplification and *MYCN* mRNA expression in non-MYCN amplified cases (Fig. 2J-L, Fig. S4). However, this signature retained its survival predictive value when analysing independently *MYCN* non-amplified cases; and after splitting by *MYCN* high and low expression levels in this subset of patients (Fig. S4B-D, Table S4). These findings support the idea that increased BAF activity has *MYCN-*related but independent oncogenic consequences in neuroblastoma.

These results prove that BAF complex disruption promotes transcriptome-wide reprogramming of neuroblastoma cells, affecting cell cycle regulators, together with a strong arrest of the G_1_ phase of the cell cycle, thereby blocking neuroblastoma proliferation.

### BAF complex disruption promotes the epigenetic repression of a wide invasiveness-related gene expression network

Given that most of the transcriptome changes occurring after BAF depletion could be attributed to indirect consequences through downstream effectors, we sought to refine the detection of genes under immediate BAF complex epigenetic regulation through *cis* regulatory elements. ATAC-Seq allowed us to identify at a genome-wide level open chromatin regions undergoing significant declines in chromatin accessibility after disruption of this remodeller, the basic function of which is the generation and maintenance of open chromatin states. Among the consensus ATAC-Seq peaks corresponding to the open chromatin sites, more than 19,375 showed significant modulation after BAF disruption, with the majority of them (16,849) being repressive events leading to a close chromatin conformation (Fig. 3A, Fig. S5A). Peak annotation by genomic proximity identified 7,613 genes associated with these chromatin remodelling repressive events, 719 of which were also transcriptionally modulated in the RNA-Seq data (Fig. 3B). Most of these genes (469) underwent significant and consistent transcriptional repression (Fig. 3C; Additional file 3). 

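Of the 469 genes listed in Additional file 3, 449 were tested on the RNA side, and the chromatin side was not analysed here. A negative log2 fold change was found for 445 of the tested genes in the libraries labelled shARID1A/B, with a median of -1.07, and 206 (43.9% of the listed) passed the cutoffs of Fig. 3B. The median was -1.56 in the libraries labelled shARID1A, where 440 genes (93.8%) passed, and in those labelled shARID1B 140 genes (29.9%) passed. The list was chosen by the study on these libraries. The number for the libraries labelled shARID1A/B moved most with the conditions of the deposited comparisons, in which the combination is the group with 440 genes (446 with DESeq2's Wald test as well), and fell to 152 with upper-quartile normalization in edgeR.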

Notably, the cell cycle-related BAF transcriptional signature retained its independent predictive value in neuroblastoma datasets after keeping only those genes associated with chromatin remodelling repressive events (26 genes, Table S5), further associating BAF activity with poor prognosis in patient samples (Fig. S6, Table S6). These chromatin remodelling repressive events happening after BAF disruption did not occur at promoters, but rather at both upstream and downstream distal *cis* regulatory elements located in intergenic and intronic regions (Fig. 3D, Fig. S4B-C). These results are in agreement with the described tendency of the BAF complexes to occupy and regulate enhancers in comparison with PBAF and ncBAF tendencies toward promoters [17, 34].

**Fig. 3:**
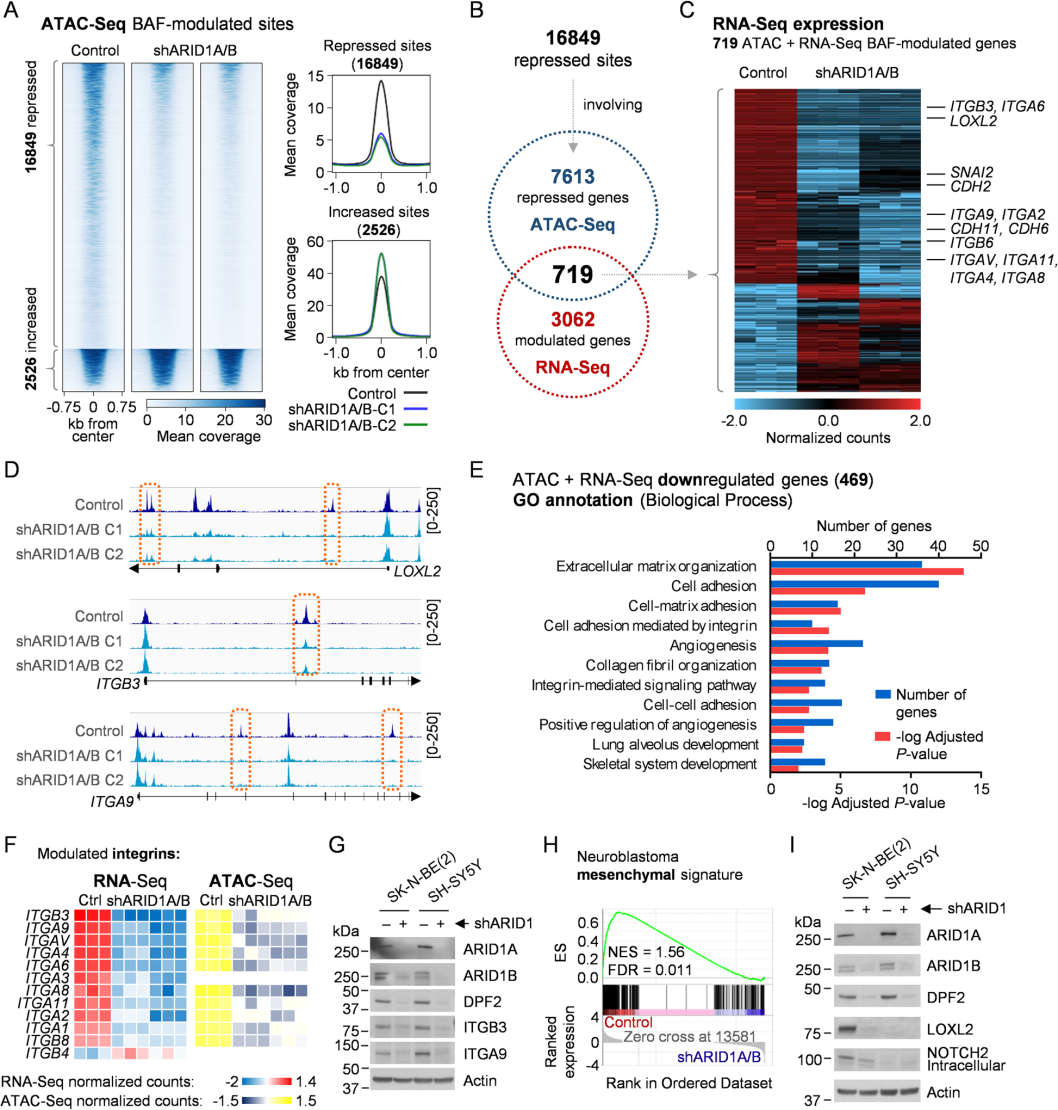
Genome-wide repression of chromatin accessibility after BAF disruption involves an invasiveness-related gene expression network. **A** Heatmap and profile plots of significantly ATAC-Seq modulated peaks (False Discovery Rate < 0.01) after BAF disruption (shARID1A/B) in SK-N-BE(2). Two different combinations of shRNAs against both genes were used. **B** Comparison of genes annotated to chromatin repressive events by ATAC-Seq with BAF-modulated genes by RNA-Seq (log_2_ FC > 1 or < -1, adjusted *p*-value < 0.05). **C** Heatmap representing relative RNA expression of 719 BAF disruption-modulated genes and associated to ATAC-Seq chromatin accessibility repressive events. **D** Representative ATAC-Seq coverage images of the genome browser of repressed sites after BAF disruption in the indicated genes also repressed at the mRNA level. **E** Gene Ontology (GO) Biological Process analysis of 469 ATAC and RNA-Seq repressed genes, showing enriched categories with adjusted *p*-value < 0.01. **F** Heatmap representing relative mRNA expression of 11 BAF-modulated integrin genes and the mean normalized ATAC-Seq counts of their observed chromatin accessibility repressive events. **G** Integrin β3 and α9 western blot analysis in BAF-disrupted cells, at 96 h after co-transduction with shARID1A and shARID1B (shARID1). **H** Gene Set Enrichment Analysis plot of the neuroblastoma mesenchymal phenotype gene expression signature on control versus shARID1A/B (RNA-Seq). Normalized Enrichment Score (NES) and False Discovery Rate (FDR) are shown. **I** Western blot validation of the mesenchymal proteins LOXL2 repression after BAF disruption, 96 h post co-transduction with shARID1A and shARID1B (shARID1)

Functional annotation of these 469 epigenetically repressed genes showed a clear enrichment of categories related to invasiveness (Fig. 3E, Table S7), including several proteins and regulators of the metastatic process, such as adhesion proteins (i.e. integrins and cadherins) and key regulators of the mesenchymal phenotype (e.g. *LOXL2* and *SNAI2* [5]) (Fig. 3C, Table S8). Among these genes, integrins were the most extensively repressed gene family. 

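Of the 26 human integrin genes, 21 passed the filter on low counts. In the libraries labelled shARID1A/B 52.4% of the tested integrins were lower with an adjusted p-value under 0.05, against at most 26.7% in the other adhesion and matrix families examined, where the 26.7% came from ADAMTS proteases. The median log2 fold change of the integrins was -0.82, below all of 10000 random lists of the same size matched on mean expression. Laminins had a median of -0.41 and cadherins one of 0.10. In the libraries labelled shARID1A the share was 47.6% for integrins, 46.7% for ADAMTS proteases, 35.3% for cadherins and 33.3% for collagens, and a difference between these shares was not tested. With scaling to total reads, under which the median of all genes was 0.12 in the libraries labelled shARID1A/B, the integrin median in those libraries was -0.71, that of laminins -0.30 and that of cadherins 0.21. The share of lower integrins in the libraries labelled shARID1A/B moved most with 7 conditions, to 71.4%, and as far the other way without control replicate 1, to 33.3%. It was 34.6% with no filter on low counts.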

Integrins are cell–matrix adhesion proteins that act both as sensors and transducers of external stimuli to the cells, and as mechanical effectors of processes like migration and invasion, through their interaction with multiple extracellular matrix (ECM) components such as collagen, fibronectin, or laminin [35]. Among the 26 different human integrin genes, 11 were transcriptionally downregulated after BAF disruption (Fig. 3F, Fig. S7A-B), 10 of which were assigned at least one chromatin remodelling repressive event in near genomic sites (Fig. 3F, Fig. S7C), indicating a wide epigenetic repression of this gene family when the structural integrity of the BAF complex is compromised. 

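Of the 26 integrin genes, 11 were lower in the libraries labelled shARID1A/B with an adjusted p-value under 0.05, over all genes tested as well as adjusted over the list alone, and 0 were higher. The family was singled out by the study on these libraries, so the list alone is not independent evidence. The count fell to 7 without control replicate 1. It was 15 when 7 conditions were fitted. The number was 10 in the libraries labelled shARID1A, which have both ARID1A and ARID1B lowered, and 8 in those labelled shARID1B. ITGB4 was higher in both of these groups, with a log2 fold change of 0.78 (adjusted p = 0.0363 from limma) and 1.16 (adjusted p = 0.00781). The first call was lost with the replicate number as a block, with no filter on low counts and in 6 fits that left out 1 library. In the libraries labelled shARID1A/B the pooled value was 0.06 (adjusted p = 0.9), with -0.38 in shARID1A/B.2.3 and 0.51 in shARID1A/B.4.2. These 2 conditions differed (-0.9, adjusted p = 0.00132 from limma). The difference of ITGB4 between the libraries labelled shARID1A/B and shARID1B was -1.10 (adjusted p = 0.00125 from limma), and that between those labelled shARID1A and shARID1A/B was 0.71 (adjusted p = 0.0558). Of the 11 lower integrins, ITGAL had a low normalized value in the control, 12.6 ± 2.32 (SD, n = 3). ITGA8, at -1.57 in Additional file 3, was not among these 11 (-0.82, adjusted p = 0.434 from limma). The equal count is thus not the same set of genes as the paper's, and ARID1A changed little in the libraries labelled shARID1A/B.

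**Figure D2:**
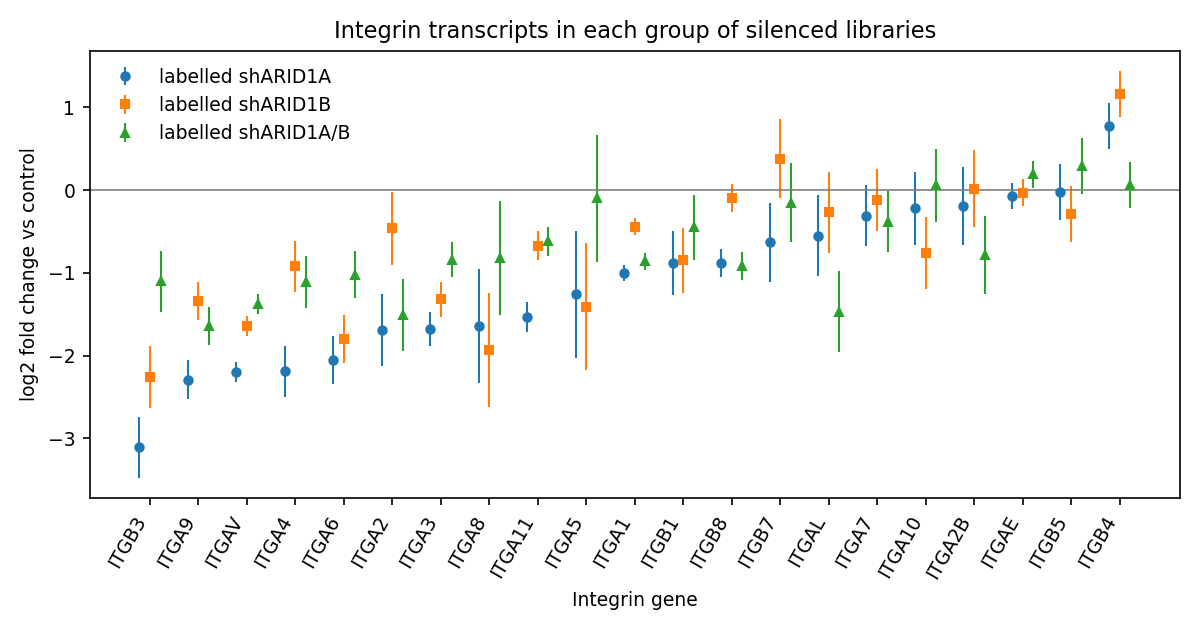
Log2 fold change against the control of the 21 tested integrin genes in the libraries labelled shARID1A, shARID1B and shARID1A/B. Points are limma estimates and error bars are standard errors, and the genes are ordered by their value in the libraries labelled shARID1A. ITGB4 lies at 0.78 and 1.16 in the libraries labelled shARID1A and shARID1B.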

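ITGAV (chromosome 2, 186590065 to 186680901) is 1 of the integrins in Fig. 3F. The median over all 21 tested integrins was -1.00 in the libraries labelled shARID1A and -0.67 in those labelled shARID1B. The ITGAV normalized value was 9385 ± 274 (SD, n = 3) in the control, 4146 ± 147 in shARID1A/B.2.3, 3152 ± 148 in shARID1A/B.4.2, 3327 ± 36.4 in shARID1B.2, 2739 ± 100.0 in shARID1B.3, 2241 ± 73.3 in shARID1A.2 and 1861 ± 142 in shARID1A.4. The log2 fold change was -1.38 in the libraries labelled shARID1A/B (standard error 0.12, adjusted p = 1.17e-07 from limma), -1.64 in those labelled shARID1B and -2.20 in those labelled shARID1A. The difference of 0.26 between the libraries labelled shARID1A/B and shARID1B did not pass the threshold (adjusted p = 0.0608), and the difference of -0.82 between those labelled shARID1A and shARID1A/B did (adjusted p = 2.11e-05). The larger fall is thus in the libraries labelled shARID1A, which have both ARID1A and ARID1B lowered. The libraries labelled shARID1A are those whose fold changes equal the deposited combination table.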

Interestingly, these BAF-modulated integrins were also modulated after single inhibition of ARID1A or ARID1B, but to a lesser extent (Fig. S7D), further highlighting the need for simultaneous inhibition of both proteins for full achievement of BAF inhibition effects. The functional consequences of this epigenetic event were supported by the protein reduction of the two most repressed integrins, namely, ITGB3 and ITGA9 (Fig. 3G), both of which have been previously implicated in metastasis [36, 37], as well as the clear repressive effect observed on transcriptional signatures related to the activation of integrin signalling (Fig. S7E) and protein downregulation of key structural components of downstream pathways such as SRC or ILK, the last of which was transcriptionally and epigenetically repressed (Fig. S7F-I).

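ITGB3 (chromosome 17, 47253846 to 47311816) had a log2 fold change of -1.10 in the libraries labelled shARID1A/B (standard error 0.37, adjusted p = 0.0366 from limma), and the fall stayed between -1.17 and -1.00 with each library left out in turn, with the adjusted p-value over 0.05 in 6 of these fits. It fell by 2.26 in the libraries labelled shARID1B and by 3.11 in those labelled shARID1A. Its normalized value was 168 ± 10.2 (SD, n = 3) in the control, 93.7 ± 5.14 in shARID1A/B.2.3, 65.0 ± 7.61 in shARID1A/B.4.2 and 18.6 ± 5.55 in shARID1A.2. ITGA9 (chromosome 3, 37452115 to 37823514) had a log2 fold change of -1.64 in the libraries labelled shARID1A/B (standard error 0.23, adjusted p = 3.42e-05) and was lower in 6 of 6 libraries. Of the tested integrins, ITGB3 and ITGA9 had the largest falls in the libraries labelled shARID1A, and ITGA9 the largest in those labelled shARID1A/B. The difference of ITGB3 between these 2 groups was -2.02 (adjusted p = 0.000198). ILK had a log2 fold change of -0.54 in the libraries labelled shARID1A/B (adjusted p = 0.000175) and -1.01 in those labelled shARID1A. With 4 groups fitted, SRC did not pass the threshold in any group. Its log2 fold change in the libraries labelled shARID1A/B was -0.17 (adjusted p = 0.565), and 3 of 6 of these libraries were lower than the control. The combinations went opposite ways when each was set alone against the control. SRC was at 0.15 in shARID1A/B.2.3 and -0.50 in shARID1A/B.4.2, and both passed the threshold. With 7 conditions fitted, SRC also passed in the libraries labelled shARID1A/B (-0.17) and shARID1A (-0.32).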

Additionally, many mesenchymal phenotype-defining genes such as certain cadherins (*CDH2*, *CDH5*, *CDH6*, *CDH11*) or master regulators (*LOXL2*, *SNAI2*) were also epigenetically repressed upon BAF disruption (Fig. 3C). Indeed, the most repressed transcriptional hallmark found in BAF-disrupted cells was epithelial-to-mesenchymal transition (EMT) (Fig. 2E, Table S2). 

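Of the 7 mesenchymal genes that the paper names, 2 were lower in the libraries labelled shARID1A/B with an adjusted p-value under 0.05 and 3 when adjusted over the list alone, while all 7 had a negative log2 fold change. The genes were chosen by the study on these libraries, so the second count is no independent evidence. All 7 passed the threshold in the libraries labelled shARID1A, although only 4 did without control replicate 1. LOXL2 (chromosome 8, 23297189 to 23425328) had a normalized value of 3824 ± 50.9 (SD, n = 3) in the control, 1223 ± 4.43 in shARID1A/B.2.3, 1156 ± 156 in shARID1A/B.4.2, 591 ± 15.7 in shARID1A.2 and 536 ± 14.0 in shARID1A.4. Its log2 fold change was -1.69 in the libraries labelled shARID1A/B (standard error 0.12, adjusted p = 4.15e-09 from limma). CDH2 passed there as well (-1.21, adjusted p = 0.0136). CDH11 (-0.92, adjusted p = 0.125) and CDH6 (-0.16, adjusted p = 0.693) did not. CDH11 passed with each combination alone, at -1.12 in shARID1A/B.2.3 and -0.72 in shARID1A/B.4.2, where CDH6 was -0.32 and 0.01. CDH5 was near the detection limit, with a mean of 3.52 reads over all libraries. Its log2 fold change of -0.77 (adjusted p = 0.517) went to -2.2 in shARID1A/B.2.3 alone and to 0.65 in shARID1A/B.4.2 alone.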

The non-epithelial origin of neuroblastoma cells makes them unable to undergo EMT, but recent epigenetic evidence has shown their classification into adrenergic or mesenchymal lineages, with the latter being more undifferentiated, invasive, and drug resistant [5]. 

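SNAI2 (chromosome 8, 48917604 to 48921740) had a normalized value of 628 ± 20.2 (SD, n = 3) in the control, 536 ± 18.5 in shARID1A/B.2.3 and 149 ± 12.8 in shARID1A/B.4.2, so the fall was mainly in 1 of the 2 combinations. The pooled log2 fold change in the libraries labelled shARID1A/B was -1.15 (standard error 0.44, adjusted p = 0.066 from limma). In the libraries labelled shARID1A it was -1.26 (adjusted p = 0.0324), with 174 ± 16.2 in shARID1A.2 and 395 ± 37.6 in shARID1A.4. In those labelled shARID1B it was 0.08 (adjusted p = 0.937). NOTCH2 had a log2 fold change of -0.72 (adjusted p = 0.111) in the libraries labelled shARID1A/B and -0.98 (adjusted p = 0.0223) in those labelled shARID1A. The mesenchymal signature of Fig. 3H was not used here. A list of 15 mesenchymal genes written before the data were examined, of which 12 were tested, had a median log2 fold change of -0.41 in the libraries labelled shARID1A/B (adjusted p = 0.0233 from limma's camera test) and -0.70 in those labelled shARID1A (adjusted p = 0.00759). Both calls held under fry and with an estimated correlation, but not in every setting. The first was lost with at least 10 counts in every library and with each shRNA set alone, and the second with the first shRNA set alone. Of 84 ways to split the control and silenced libraries, 5 gave a result as large for shARID1A/B and 12 for shARID1A. SNAI2 is also in this list.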

Neuroblastoma-specific mesenchymal transcriptional signature was also repressed after BAF disruption in neuroblastoma cells (Fig. 3H), involving the epigenetic repression of key regulators of the mesenchymal phenotype, such as *SNAI2*, *CDH11*, *CDH2, LOXL2* and *NOTCH2* (Fig. 3C and I, Fig. S5C).

These results suggest the putative epigenetic control through the BAF chromatin remodelling complex of an invasiveness transcriptional program in neuroblastoma cells, which could be exploited for therapeutic purposes.

### BAF complex disruption represses metastasis-related features of neuroblastoma cells

The drastic modulation of important regulators of the invasiveness and metastatic potential of cancer cells revealed a new oncogenic role of the BAF chromatin remodelling complex in neuroblastoma beyond proliferation. Hence, we decided to validate whether this epigenetic reprogramming manifested itself as a functional phenotypic effect associated with metastasis-related functions.

We first assessed the interaction of neuroblastoma cells with the ECM in vitro, specifically with collagen, a ubiquitous integrin ligand and one of the most abundant ECM components [38]. Ablation of the BAF complex resulted in a drastic reduction in the attachment dynamics of neuroblastoma cells to a collagen matrix (Fig. 4A), indicating a clear reduction in their affinity for and ability toward adhesion to this ECM component. Accordingly, BAF inhibition reduced the ability of neuroblastoma cells to invade and migrate through a collagen barrier (Fig. 4B-C) for a particular period (16 h) at which differences could not be explained by different proliferation rhythms between the experimental conditions. Finally, confocal microscopy of actin filaments by phalloidin staining showed that BAF complex disruption produced a clear change in neuroblastoma cell morphology to a rounded form with the destruction of stress fibres (Fig. 4D), cell prolongations that mediate cell motility [39]. Quantification of these prolongations confirmed the observable morphological changes (Fig. 4E).

**Fig. 4:**
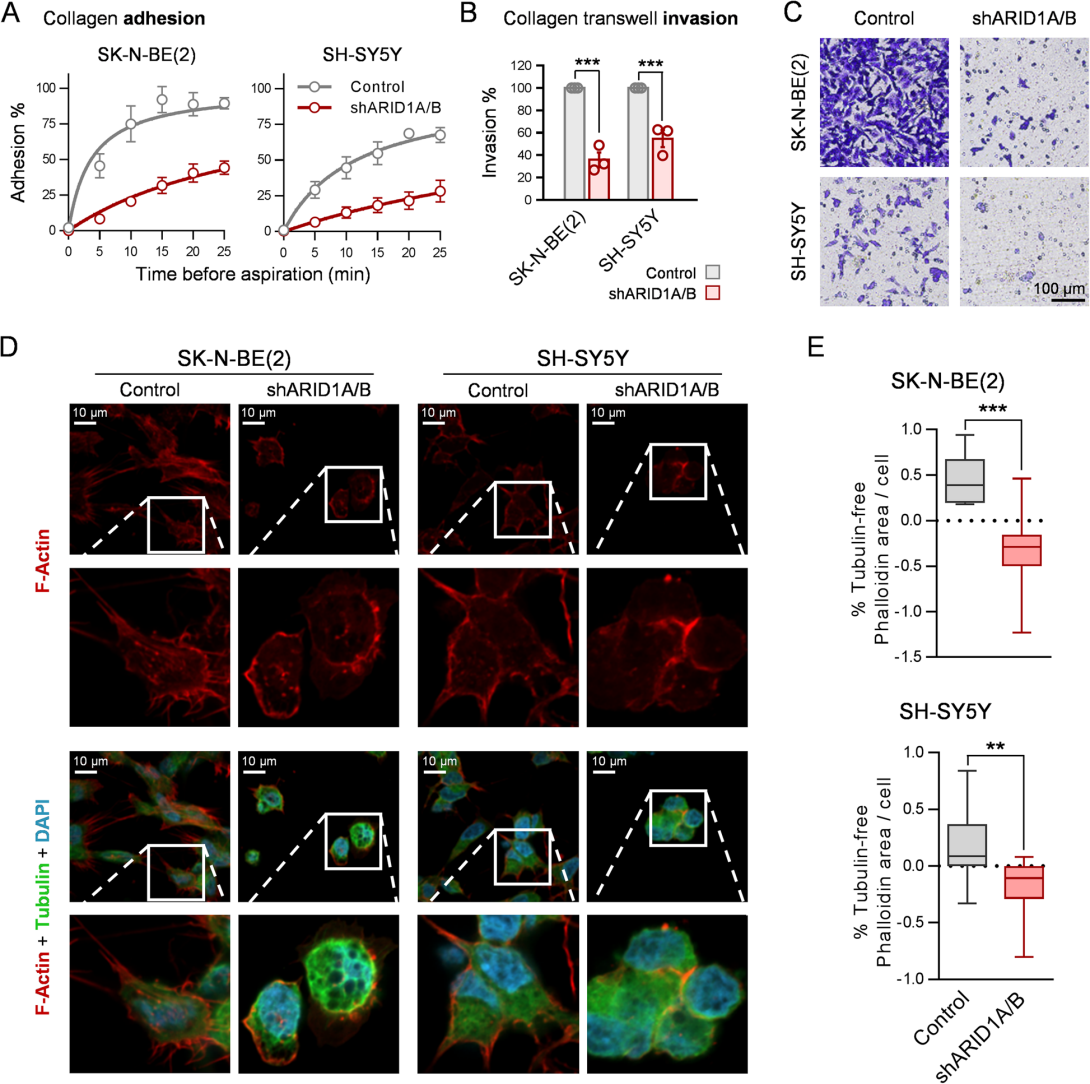
BAF complex disruption reduces collagen adhesion and invasion in vitro, and causes morphological changes and destruction of stress fibres in neuroblastoma cells. **A** Adhesion assays of neuroblastoma cells to collagen-coated 96-well plates. Cells were aspirated and rinsed at the indicated time points after seeding. Attached cells were quantified using crystal violet staining and absorbance values were normalized to non-aspirated cells. **B** Invasion assay with collagen-coated transwells. Neuroblastoma cells (2 × 10^5^ cells/well) were seeded in collagen-coated transwells and let migrate for 16 h. Invaded cells were quantified by crystal violet staining **C** Representative microscopy pictures invaded cells. **D** Representative images of neuroblastoma cells stained with phalloidin (F-Actin), anti-tubulin antibody and DAPI by confocal microscopy. **E** Quantification of tubulin-free phalloidin area per cell of SK-N-BE(2) (upper graph) and SH-SY5Y (lower graph) cell lines. Ten fields per biological replicate *n* = 3 were analyzed. ** means *p* < 0.01; *** means *p* < 0.001

Altogether, the invasiveness epigenetic program that was deactivated upon BAF disruption exerted deleterious functional consequences in vitro on relevant metastasis-related properties in neuroblastoma cells, such as ECM adhesion, motility, and invasiveness.

### *Structural integrity of the BAF complex is essential for neuroblastoma metastasis initiation and progression *in vivo

Based on in vitro evidence, we assessed the effects of BAF structural disruption on the initiation and growth of neuroblastoma metastatic dissemination in vivo using mouse models of liver and bone marrow metastasis generated by tail vein injection of SK-N-BE(2) cells [32].

Because the proliferation blockade exerted by BAF disruption on neuroblastoma cells was expected to mask any deleterious effects on their arrival and invasion into the metastasis target organs, we monitored the initial stages of liver colonisation by metastatic cells at single-cell resolution using flow cytometry (Fig. 5A). Neuroblastoma cells were detected and counted using the fluorescent mCherry reporter, and their proliferation rate was assessed using a fluorescent proliferation tracing Far Red dye. This double reporter system allowed the discrimination of the human neuroblastoma cell population from mouse hepatocytes (Fig. 5B). Only 4 days after injection, a drastic tenfold reduction in the detection of neuroblastoma cells was already observed in the liver of mice injected with BAF-disrupted (i.e. shARID1A/B) cells, in comparison with those transduced with an empty vector (Fig. 5B and C). This decrease was not explained by differences in cell proliferation because the tracer signal was similar between groups at this time point (Fig. 5D). At 7 days post-injection, while metastatic control cells had already started populating the liver by proliferation, the few BAF-disrupted cells that had already reached the liver did not increase in number, becoming almost undetectable and impeding proliferation tracer quantification (Fig. 5B-D). These results prove that BAF disruption impairs the initial liver colonisation of metastatic cells and not only the posterior metastatic lesion growth through cell cycle arrest.

**Fig. 5:**
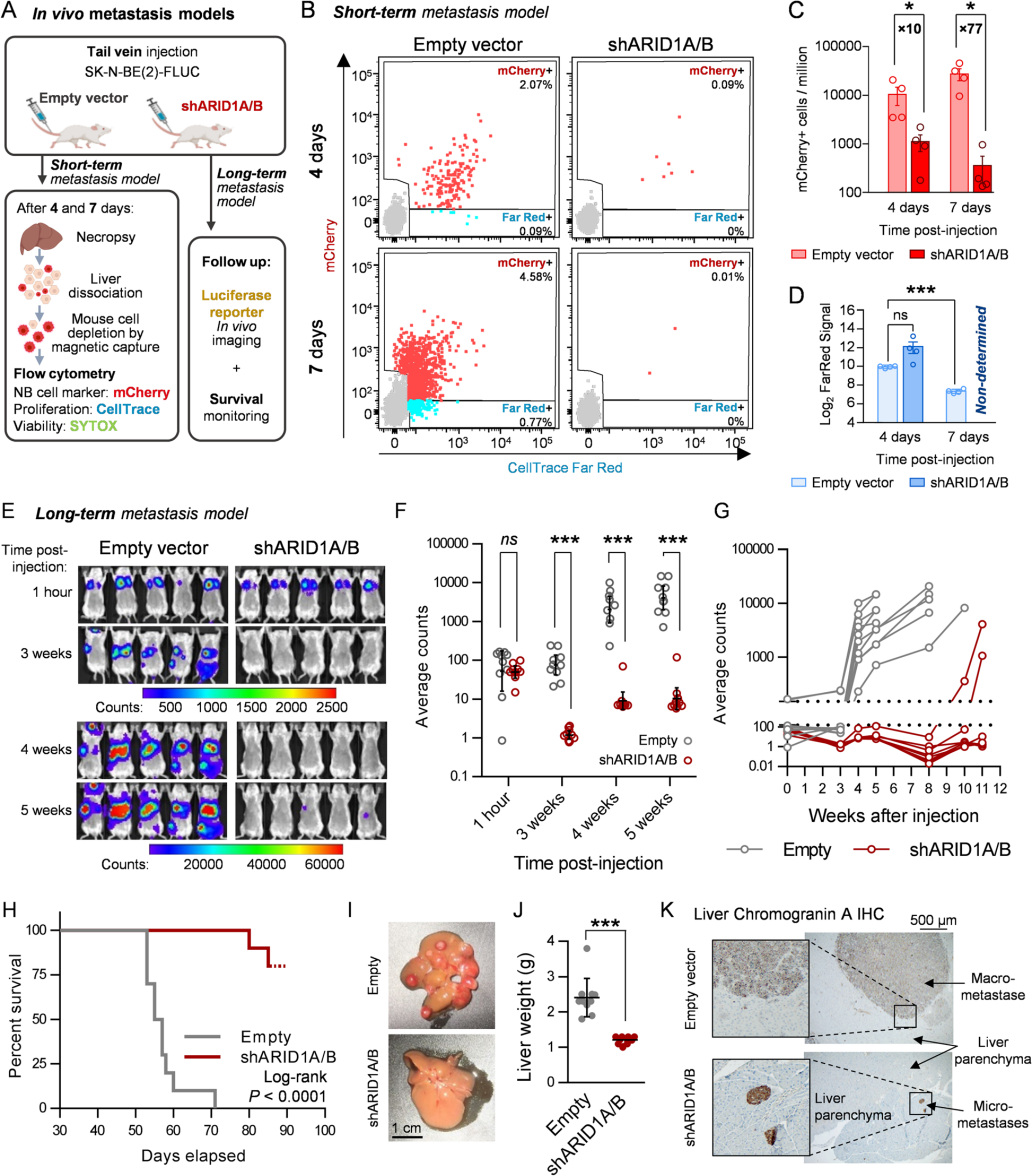
BAF disruption impairs neuroblastoma metastasis initiation and growth in vivo. **A** Experimental design of the in vivo short- and long-term neuroblastoma metastasis models performed with SK-N-BE(2) cells. **B** Representative flow cytometry plots of the short-term metastasis experiment, showing mCherry positive (mCherry +) and FarRed positive/mCherry negative (FarRed +) single living cell populations. **C** Quantification of detected mCherry positive cells, expressed in events per million of living single cells (parent gate). Mann–Whitney’s test was performed for statistical comparisons. Fold change between conditions are indicated. **D** Average FarRed intensities assessed, when possible, for the mCherry + population of each experimental group. **E** Representative in vivo luminescence images of 5 mice per group at the indicated time points. Scale bar represents luminescence counts (photons). **F** Luminescence quantification, expressed in average counts, and comparison between experimental groups at the indicated times post-injection. **G** Individual mice luminescence quantification follow-up through the entire experiment. **H** Kaplan–Meier survival plot comparing mice injected with SK-N-BE(2) transduced with empty vector (Empty) or shARID1A/B. Log-rank test was performed to assess statistical significance. **I** Representative images of mouse livers after necropsy. (**J**) Comparison between groups of liver weight at necropsy. **K** Representative bright field microscopy images of chromogranin A immunohistochemistry of FFPE liver slides. *ns* means ‘non-significant’; * means *p* < 0.05; ** means *p* < 0.01; *** means *p* < 0.001

The long-term consequences of this anti-invasive effect were assessed by monitoring metastatic lesion growth and mouse survival, using a luciferase reporter gene for in vivo imaging (Fig. 5A). Prior in vitro analysis revealed that silencing of ARID1A and ARID1B produced a 2.516 ± 0.29 -fold decrease in the luminescence signal (Fig. S8A), probably because of metabolic or chromatin accessibility changes. By adjusting with this correction ratio, luminescence in vivo imaging at 1-h post-injection validated the homogeneous injection of viable cells between both experimental groups, with all signals being concentrated in the lungs (Fig. 5E-F). In vivo weekly imaging showed the disappearance of cells from the lungs, followed by the detection and sustained increase of luminescence signal in multifocal liver and bone marrow metastases in control mice, whereas in animals injected with BAF-disrupted cells, the luciferase signal remained close to background levels and no detectable metastases were observed, except for two mice that developed delayed liver mono-focal metastases (Fig. 5E-G, Fig. S8B). Although no impact on mouse weight was observed (Fig. S8C), BAF disruption extended mouse survival (Fig. 5H). While all control mice died between days 53 and 71 post-injection, only 20% of mice injected with BAF-depleted cells developed metastasis-related symptomatology and survived until days 80 and 85 post-injection. Necropsy showed that livers from mice injected with BAF-disrupted cells were devoid of macroscopic lesions, except for two mice that had developed delayed mono-focal metastases, in contrast with the multifocal liver macro-metastases in the empty vector group (Fig. 5I, Fig. S8D). This effect was further reflected in the liver weight difference between both groups (Fig. 5J). Immunohistochemistry analyses identified only one micro-metastasis in slides from three different lesion-free livers from the shARID1A/B group of mice (Fig. 5K). Of note, the only two macro-metastases observed in the BAF-disrupted group grew through evasion of the silencing technique, since no downregulation of ARID1A/B, DPF2, or cyclin D1 was observed at the protein level (Fig. S6E), reinforcing the impact of BAF complex disruption on metastasis formation and progression.

In summary, BAF structural disruption impairs neuroblastoma metastasis at very early stages by reducing the arrival, invasion, and/or posterior survival of neuroblastoma cells at the metastatic site, an effect later magnified by the strong blockade of cell proliferation. The combination of these effects prevents the formation and growth of macro-metastases and expands the survival of metastatic neuroblastoma models in vivo.

## Discussion

Neuroblastoma oncogenic properties reflect aberrant epigenomes [5, 6], which require molecular effectors, including chromatin remodellers, to be translated into specific chromatin states. We had already associated the main catalytic subunit of mSWI/SNF remodellers, BRG1, with poor prognostic clinical parameters and oncogenic transcriptional pathways in neuroblastoma [29]. This evidence, together with the recurrent mutations reported for the *ARID1A* and *ARID1B* genes in patient samples [25, 26], led us to deepen into the understanding of these epigenetic regulators as plausible therapeutic targets.

Hence, we performed a systematic study of the presence, composition, and biological role of the different mSWI/SNF complexes in neuroblastoma cells. Integral proteomic characterisation of the mSWI/SNF complexes in neuroblastoma cells had not been previously reported. Thus, there was still a need to address their presence and structural integrity to gain a complete understanding of these remodellers in neuroblastoma. The SWI/SNF complex subunits are particularly vulnerable to destabilisation and proteasomal degradation when physically separated from the complex [40]. Therefore, proteomic detection of all known subunits of the three mSWI/SNF subtypes after affinity purification indicated the presence and structural integrity of these subcomplexes in neuroblastoma cells.

ATP hydrolysis is a well-known energy source required for nucleosome mobilisation and chromatin remodelling initiation by the SWI/SNF complexes. However, catalytic inhibition of the complex by degradation of ATPase subunits did not exert observable effects on neuroblastoma proliferation, whereas BAF-specific structural disruption did. Multiprotein complexes concentrate in time and space varied molecular activities for the completion of a multistep process. As such, mSWI/SNF remodellers integrate ATP-dependent DNA translocation, nucleosome anchor, and histone mark binding, among several others, to achieve their functions. Thus, the inhibition of one of its activities could not unveil all the roles of mSWI/SNF, as reported previously with the use of bromodomain inhibitors [41]. Indeed, the SWI/SNF complexes are able to maintain altered unfolded nucleosomes without any catalytic activity [42] and have been found to exert part of their genome-wide functions in an ATPase-independent manner in *Drosophila* [43] and humans [44]. A possible explanation for this phenomenon could be the interplay between the mSWI/SNF complex and transcriptional repressors, such as its antagonist PRC2 [45], conditioning the need for catalytic activity for active chromatin remodelling. Here, we demonstrated a relevant proliferative dependency of neuroblastoma cells on BAF complexes, which is not produced after mere catalytic inhibition but rather requires the full functional depletion of the complex through its structural disruption to be unmasked. In any case, specific full ablation of the BAF complex impaired neuroblastoma proliferation by promoting a strong arrest of the G_1_ phase and the shutdown of a cell cycle transcriptional signature associated with poor prognosis in patient expression datasets. Concordantly, BAF disruption exerted a strong protein repression of cyclin D1 and downstream effectors, a regulatory axis crucial particularly for neuroblastoma cells, which have higher levels of dependency for this protein than those of other origins [6]. Our results show that inhibition of this priority neuroblastoma target is one of the potential therapeutic benefits of BAF disruption.

Previous studies have attributed functional consequences to *ARID1A*-loss in the context of *MYCN*-amplified tumours [28], and some authors have postulated *ARID1A* as the main driving tumour suppressor in 1p36-lost *MYCN*-amplified cases [46]. While these studies were focused in the study of one of these subunits alone, we analysed the BAF complete functions by inhibiting both paralogues, *ARID1A* and *ARID1B*, simultaneously, discovering a proliferative dependency on the structural dependency of the complex regardless of *MYCN* status, on the base of the strong cell cycle blockade observed in *MYCN* non-amplified cells (SH-SY5Y). Moreover, the cell cycle-related transcriptional signatures controlled by BAF complex in our experimental setting, described by ARID1A/B combined silencing, although positively correlated with *MYCN* status and expression, is independently associated with poor prognosis of neuroblastoma patients, strongly suggesting that an increased BAF activity has oncogenic consequences, regardless of *MYCN*.

While we previously reported that BRG1 shRNA-silencing impairs neuroblastoma proliferation and triggers apoptosis ([29] and Fig. S9A), here we show that BRG1 degradation does not (Fig. 1B), a discrepancy attributable to the disruptive effect of shBRG1 on the complex structural integrity (Fig. S9B), not produced by ACBI1 (Fig. 1C). Intrinsic differences of these loss-of-function strategies, working at pre- and post-translational levels, respectively, may explain this effect. The reason why shBRG1, but not shARID1A/B, triggers apoptosis remains elusive. A possible explanation is that, while shARID1A/B does not alter BRG1 levels (Fig. S9C), shBRG1 combines ATPase inhibition and structural disintegration, synergizing and triggering apoptosis. However, ACBI1 synergized with shARID1A/B in cycle arrest, but not in promoting apoptosis (Fig. S9D). Potentially, shBRG1 structural effects on other subcomplexes (i.e. PBAF) may be adding an extra layer of stress for neuroblastoma cells, thereby triggering the apoptotic process.

Genome-wide analysis of the specific BAF molecular function, which is promoting chromatin accessibility, has served to narrow down the list of BAF-modulated genes to those directly regulated at the epigenetic level. Notably, ATAC-Seq revealed that the majority of differentially accessible sites underwent repression after BAF disruption, supporting that most of the observed chromatin remodelling events could be attributed to the activity of the BAF complex on these genomic sites. The fact that these events were predominantly located at intergenic and intronic sequences, most probably belonging to distal regulatory elements (i.e. enhancers), is in line with the previously found tendency of BAF complexes towards these sites over promoters [17, 34]. Moreover, the neuroblastoma mesenchymal transcriptional signature, repressed after BAF disruption, is determined by a specific super-enhancer configuration [5], and many of these genes (*LOXL2*, *SNAI2*, *CDH11*, *ITGAV*) are associated with chromatin repressive events. This could be a reflection of a putative role of the BAF complex in maintaining open chromatin states at the super-enhancers controlling the expression of this mesenchymal signature.

The merged list of both transcriptionally and epigenetically BAF-modulated genes was markedly enriched with several players related to the cell–matrix interaction, a defining trait of the invasiveness and metastatic potential. Metastatic spread is one of the major challenges in the clinical management of neuroblastoma patients, occurring in 90% of newly diagnosed high-risk cases and in more than 70% of relapsed cases [47, 48]. Identifying the molecular mechanisms enabling neuroblastoma cells to undergo every step of the metastatic process is essential for the development of new therapeutic strategies against metastasis formation and progression in these patients. Our findings indicate that the BAF complex allows the expression of an invasiveness epigenomic program involving several adhesion molecules and mesenchymal genes, which is deactivated upon BAF structural disruption. This set of genes includes a wide collection of integrins, some of which have already been reported to have pro-metastatic functions in neuroblastoma, including integrins α1, α3, α4, αv, and β3 [49, 50]. Hence, the functional consequences observed in the adhesion, invasion, and metastatic functions of neuroblastoma cells can be partly attributed to the epigenetic repression of this gene family. Either way, we could dissect the detrimental effects on proliferation and prove relevant impairment of neuroblastoma metastatic colonisation caused by BAF disruption in animal models.

While our results clearly show an oncogenic function of the BAF complex in neuroblastoma proliferative and metastatic capacities by controlling poor prognosis-associated transcriptional and epigenetic networks, they apparently conflict with the potential tumour suppressive functions of ARID1A and ARID1B in neuroblastoma, which are supported by different evidences: recurrent deleterious mutations of these two genes [25, 26]; the genomic location of *ARID1A* gene in the recurrently deleted 1p36, and its postulation as one of the driving tumour suppressors of this in *MYCN-*amplified neuroblastomas [46]; and functional evidence showing that ARID1A loss promotes adrenergic-to-mesenchymal transition [28] and potentiates invasion [27]. Nevertheless, these studies were based on the single inhibition of one of the two homologous subunits and did not evaluate the effects of combined silencing of ARID1A and ARID1B, which is necessary for full BAF structural disruption. Indeed, proliferative dependency on ARID1B in ARID1A-mutated neuroblastoma cell lines has already been demonstrated in one of these studies [28]. The increased metastatic properties attributed to the loss of one homologue, whether by natural mutations or by experimental loss-of-function studies, could be explained by an overcompensation effect of the remaining one. We hypothesize that the remaining subunit would maintain the structural integrity of the BAF complex and its resulting chromatin states, and would potentiate the expression of an invasiveness epigenomic program, thereby becoming a proliferative and metastatic vulnerability of these cells.

Our work still presents limitations regarding the used models, since although working with different molecular backgrounds (*MYCN*-amplified and *TP53*-deficient SK-N-BE(2) cells; *MYCN*-non-amplified and *TP53*-functional SH-SY5Y) these models neither comprise the totality of neuroblastoma molecular subtypes, nor represent the natural evolution and progression of the disease, as both cell lines were derived from bone-marrow metastases. In order to understand the biological role of BAF complex in the spontaneous process of neuroblastoma metastasis formation, future studies with different neuroblastoma models will definitely be mandatory. Nevertheless, our results do serve to point out a potentially exploitable vulnerability of already-metastatic neuroblastoma cells, which are the main target of interest of anti-metastasis therapies for this disease, since the majority of neuroblastoma metastatic patients debut with already formed metastases [2].

## Conclusions

The specific epigenetic control of such concrete functions by the BAF complex in neuroblastoma cells opens the possibility of reverting an epigenetic program to inhibit several metastatic effectors and regulators simultaneously, with potential as an anti-metastatic epigenetic therapy for neuroblastoma. Furthermore, considering the strong effects of BAF disruption on proliferation through cell cycle arrest and downregulation of one of the most-wanted neuroblastoma therapeutic targets, cyclin D1, these findings reveal BAF complex structural disruption as a potential therapeutic strategy for the treatment of metastatic high-risk neuroblastoma and urge for the design and development of pharmacological structural disruptors of this chromatin remodeller.

## Supplementary Information

**Additional file 1.** Supplementary information. IncludesSupplementary Materials and Methods, Supplementary Figures, SupplementaryTables and References.

**Additional file 2.** RNA-Seq BAF-modulated genes.List of genes transcriptionally modulated in SK-N-BE(2) cells after BAFdisruption through ARID1A and ARID1B silencing, ordered by cluster. Log_2_fold change versus control and adjusted *p*-valueare indicated.

**Additional file 3.** ATAC-Seq and RNA-SeqBAF-downregulated genes. List of genes transcriptionally repressed (RNA-Seq)and with associated chromatin closing events (ATAC-Seq) in SK-N-BE(2) cellsafter BAF disruption through ARID1A and ARID1B silencing. RNA-Seq expressionlog_2_ fold change versus control and adjusted *p*-value are indicated.

## Data Availability

The sequencing datasets generated during the current study are available in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE202231 (RNA-Seq) and GSE202306 (ATAC-Seq). Neuroblastoma patient sample gene expression analyses were performed with publicly available datasets extracted from R2 genomics analyses and visualization platform (http://r2.amc.nl) under the accession numbers GSE45547 and GSE62564.

## Abbreviations

mSWI/SNF: Mammalian switch/sucrose non-fermenting
BAF: BRG1-associated factor
PBAF: Polybromo-associated BRG1-associated factor
ncBAF: Non-canonical BAF
PBS: Phosphate-buffered saline
ECM: Extracellular matrix
EMT: Epithelial-to-mesenchymal transition

How the deposited data were processed for this re-analysis (not part of the article)

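RNA-Seq was made from 21 libraries of SK-N-BE(2) cells in 7 conditions of 3 libraries each, 72 h after transduction. The conditions were taken from the labels of the libraries: a non-silencing control, shARID1A.2, shARID1A.4, shARID1B.2, shARID1B.3, shARID1A/B.2.3 and shARID1A/B.4.2. They form 4 groups, with 3 control libraries and 6 libraries in each silenced group. Further details of the authors' processing are in Additional file 1, which was not used here, and the paper's text does not name the aligner, the counting program, the genome build or the annotation of the files.

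The authors deposited a signal per gene and library, which is the number of reads on the gene divided by 1 size factor per library. The mean of these values over all libraries differed from the mean in the authors' deposited comparison tables by at most 0.0025 over 60728 genes. The size factors ranged from 0.841 to 1.294. Whole reads were recovered for 100% of the values, with a largest deviation of 0.007 read, and gave 27954334 to 41077638 reads per library. The authors also deposited 3 tables of their own comparisons with the control, with log2 fold changes and their p-values, in columns named as in DESeq2 results. These tables were used for counts of the authors' calls and for comparing their fold changes with those of the libraries. All columns of per-library values could be matched to a library by name. Of the 60728 gene identifiers, 40401 were found with the same version in GENCODE release 29 and 58541 without the version. Coordinates are from that release and GRCh38.

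The design written before the data were examined assumed raw counts and named edgeR's quasi-likelihood test. As the deposited unit is a signal scaled by size factors, the test used is limma with a trend on log2 of the deposited value plus a pseudocount of 1, and edgeR's test with TMM normalization on the recovered reads is an alternative. Log2 fold changes are on the scale of the value plus pseudocount, which understates the change of low genes. Genes were kept by edgeR's filter on the recovered reads in the 4 groups, which left 18584 genes, and p-values were adjusted by the Benjamini-Hochberg method. Modulated genes passed a log2 fold change of 1.5 in size and an adjusted p-value of 0.001 as in Fig. 2A, or 1 and 0.05 as in Fig. 3B. Other calls used an adjusted p-value of 0.05. Each silenced group was compared with the control, the groups were compared directly, and additivity was tested on the log2 scale. Gene lists were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation as alternatives, over 6 lists: the S-phase and G2/M lists of Seurat and lists of adrenergic, mesenchymal, interferon-stimulated and CDK inhibitor genes. Gene families were described by the percentile of their median among 10000 random lists matched on mean expression. Shares carry 95% Wilson intervals, which cover counting error only. Correlations over conditions used exact permutation tests.

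The genes named are those the paper names from its RNA-Seq, the 26 integrins, the genes of the lists, and the 5 largest falls and 5 largest rises among combination calls that are called the same way in each combination alone and have a mean of at least 50 normalized counts. The rule was written before the data were examined.

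Alternatives written before the data were examined were DESeq2's Wald test, RLE and upper-quartile normalization, no filter on low counts (35892 genes), at least 10 counts in every library (14637 genes), 7 conditions in place of 4 groups, only the libraries of the groups compared, the replicate number as a block, 1 shRNA set at a time, calls required in each shRNA alone, and each library left out in turn. Chosen after seeing the data were edgeR with TMM, pseudocounts of 0.5 and 5, scaling to total reads, and conditions taken from the deposited comparisons, alone and with DESeq2's Wald test. In these conditions each comparison uses the libraries whose fold changes equal the authors' deposited table of that name. The main values follow the labels throughout.

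Replicate libraries of a condition differed by more than the sampling noise in all 21 pairs, with a chi-square per degree of freedom of 1.58 to 4.86. Each was therefore counted as a separate library, though this does not show separate transductions. The 6 libraries of a silenced group hold 2 shRNAs or combinations, so its p-values do not cover the spread over other shRNAs. The tests were checked on simulated reads with the means and library sizes of these data, where limma, edgeR and DESeq2 each found 200 of 200 changed genes with 0 false calls, at 1027 genes with an unadjusted p-value under 0.05 in limma's unchanged group. The simulations held no spread between the shRNAs of a group, so they do not test how the fits handle it. GC content and transcript length were available for 18322 genes (98.6% of those tested), and trends were removed over 50 bins. The ATAC-Seq, protein, flow cytometry, patient and mouse data were not analysed here. R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and Seurat 5.3.0 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.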

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

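All tests in this part were chosen after the result was seen.

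Among the 6 libraries labelled shARID1B, ITGAE in shARID1B.2 replicate 2 stood apart, with a log2 difference of 0.18 from the control mean against -0.13 to -0.02 in the others. The gap was 0.663 of the range of the group, where 0.625 is the limit for 6 libraries. This value rests on 272 reads, a normalized value of 315, in the library with the fewest reads (27954334). A change of the whole library would set it apart in other results too, and it stood apart in 1 result, ITGAE itself. No biological explanation was tested, because the libraries of a condition differ only in their replicate number. Over all results, 177 groups of 6 libraries were tested in this way and 2 stood out, where 8.8 are due by chance.

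The other of these 2 is the number of recovered reads in shARID1A/B.4.2 replicate 2, which was 40905514 against 33361302 to 35953210 in the other libraries labelled shARID1A/B. The gap was 0.656 of the range. If the depth of this library shifted the number of modulated genes, that number would change by over 1.5 times without it. Without it 173 genes were modulated, against 191 with it. No biological explanation was tested.

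The lists of adrenergic, mesenchymal, interferon-stimulated and CDK inhibitor genes were written before the data were examined, and 10 of their genes that the paper does not name from its RNA-Seq passed the cutoffs of Fig. 3B, in 12 comparisons. HAND2 (-1.04, adjusted p = 0.0331 from limma), an adrenergic transcription factor, was lower in the libraries labelled shARID1A, in 6 of 6 libraries. ISL1 was lower in those labelled shARID1A/B (-1.07, adjusted p = 1.2e-05), also in 6 of 6. TWIST1 fell in the libraries labelled shARID1A (-1.21) and shARID1A/B (-1.53, adjusted p = 3.11e-07), and YAP1 in both of these groups as well (-2.13 and -1.66). RUNX2 (-1.75), OAS3 (-2.10), IRF7 (-1.42) and CDKN1C (-1.59) were lower in the libraries labelled shARID1A, where MX2 was higher (1.78, adjusted p = 0.0488). CDKN2B was higher in the libraries labelled shARID1A/B (1.44, adjusted p = 0.00787). These directions are drawn from libraries whose labels the targeted genes go against.

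Several of these changes are uneven between the shRNAs of a group or rest on few reads. HAND2 had a normalized value of 5922 ± 149 (SD, n = 3) in shARID1A.2 and 14707 ± 323 in shARID1A.4, against 19231 ± 231 in the control. OAS3 had 150 ± 11.4 in shARID1A.2 and 842 ± 42.8 in shARID1A.4, against 1524 ± 28.8. MX2 and RUNX2 had means of 9.86 and 9.81 reads, and CDKN2B one of 25.5. MX2 lost its call in 13 of the fits that each left out 1 library (1.62 without control replicate 1), HAND2 in 6 (-0.91 without shARID1A.2 replicate 1) and RUNX2 in 4 (-1.53 without control replicate 1). The call of CDKN2B depended on control replicate 2, without which it was 0.78, and that of OAS3 on control replicate 3 (-2.08 without it). YAP1 in the libraries labelled shARID1A/B lost its call without any 1 of the control libraries (-1.64 without control replicate 2).

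A scaling moves all genes of a library alike, so if the authors' scaling caused these changes, another would shift the median of all genes by at least the smallest of them (-1.04). The largest shift in these groups, with upper-quartile normalization, was 0.19, which argues against scaling as the whole cause. Changes near the cutoff depend on it. With scaling to total reads HAND2 (-0.95) and ISL1 (-0.96) fell short of a log2 fold change of 1 in size. HAND2 also lost its call with RLE, upper-quartile normalization, no filter, only the 2 groups compared and edgeR with TMM, MX2 with no filter, the replicate block and a pseudocount of 0.5, and RUNX2 with no filter. Reads shared between related genes, such as MX2 or OAS3 and their paralogs, were not tested and stay open, as does an effect of the silencing.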

How the results depend on the processing

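All tests of other splits and explanations were chosen after the results were seen, whereas the alternatives below were set before the data were examined unless stated. Each of 59 results was recomputed under the alternatives that apply to it, which gave 2062 values, of which 1817 kept their direction and their side of the threshold or stayed within their limits and 245 did not. Results kept throughout include the lower cell-cycle genes in the libraries labelled shARID1A/B, with 9 to 10 Fig. 2F genes in the alternatives, an S-phase median between -1.10 and -0.85 and a G2/M median between -1.18 and -0.85. The falls of ARID1A in the libraries labelled shARID1A and shARID1B and of ARID1B in those labelled shARID1A and shARID1A/B also kept their side. Further alternatives, chosen after seeing the data, were edgeR with TMM, pseudocounts of 0.5 and 5, scaling to total reads, and the conditions of the deposited comparisons, alone and with DESeq2's Wald test. Where a result changed, the cause was not tested unless stated.

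Only genes with at least 10 counts in every library left 14637 genes, and fewer genes could be called. The modulated genes then numbered 410 in the libraries labelled shARID1A (1701 at the wider cutoffs), 56 in those labelled shARID1B (460 at the wider cutoffs) and 122 in those labelled shARID1A/B (955 at the wider cutoffs). Shared calls were 96 for shARID1A and 8 for shARID1B, and 40 and 96 under the conditions of the deposited comparisons, where the share in the clusters was 64.4%. The mesenchymal list in the libraries labelled shARID1A/B (-0.41) no longer passed, and the adrenergic list in those labelled shARID1A (-0.21) changed direction in camera. Differences between shRNAs were found in 2766, 1511 and 2524 genes for shARID1A, shARID1B and shARID1A/B, with correlations of -0.83 by name and 0.91 in the other orientation.

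Fitting 7 conditions with averaged contrasts removed the spread between shRNAs from the error. It gave 1303 modulated genes for shARID1A, 392 for shARID1B (1525 at the wider cutoffs) and 552 for shARID1A/B (2203 at the wider cutoffs). ARID1A in the libraries labelled shARID1A/B (-0.19) and ARID1B in those labelled shARID1B (-0.07) passed the threshold there. Shared calls were 436 and 128, with 12954 genes departing from additivity and 76.1% of genes in the clusters. Under the conditions of the deposited comparisons they were 312 and 436, with 8148 genes, 82.0% in the clusters and 88.9% with larger changes. In the libraries labelled shARID1B, 13 integrins, 10 Fig. 2F genes and 5 mesenchymal genes were lower, and 5 mesenchymal genes were in those labelled shARID1A/B. The adrenergic list in the libraries labelled shARID1A/B (-0.03) changed direction in camera, and the mesenchymal list in those labelled shARID1B (-0.42) passed.

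With only the first shRNA set, 3 libraries remained per group and the spread between shRNAs was not part of the error. Modulated genes were 2006 (4605 at the wider cutoffs) for shARID1A, 635 (2159) for shARID1B and 942 (2993) for shARID1A/B, and shared calls 261 and 121. Departure from additivity was found in 13911 genes, and 37.8% of genes were in the clusters. In the libraries labelled shARID1A/B, 78.2% of the modulated genes changed more than in both other groups. Under the conditions of the deposited comparisons shared calls were 255 and 261, with 12948 genes and 33.0% in the clusters. ARID1A in the libraries labelled shARID1A/B (-0.16) passed the threshold, and ARID1B in those labelled shARID1B reversed to 0.07. Lower mesenchymal genes numbered 6 in the libraries labelled shARID1A/B and 5 in those labelled shARID1B, and 71.4% of integrins were lower in those labelled shARID1A. The mesenchymal list no longer passed in the libraries labelled shARID1A/B (-0.55) and shARID1A (-0.82). In those labelled shARID1B the interferon list passed (-0.75) and the CDK inhibitor list reversed (0.08). ITGB4 (-0.38) and SRC (0.15) in the libraries labelled shARID1A/B and SNAI2 (-0.01) in those labelled shARID1B reversed.

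The second shRNA set alone gave 1573 modulated genes for shARID1A, 624 (2207 at the wider cutoffs) for shARID1B and 1173 (3395) for shARID1A/B, with shared calls of 293 and 228, 12776 genes departing from additivity and 81.1% with larger changes. Under the conditions of the deposited comparisons shared calls were 235 and 293, with 13452 genes, 47.6% in the clusters and 88.0% with larger changes. ARID1A in the libraries labelled shARID1A/B (-0.21) and ARID1B in those labelled shARID1B (-0.21) passed the threshold. In the latter 10 Fig. 2F genes and 6 mesenchymal genes were lower, and 5 mesenchymal genes were in those labelled shARID1A/B. The share of lower integrins in the libraries labelled shARID1A was again 71.4%. The adrenergic list reversed in the libraries labelled shARID1A/B (-0.18, against a main direction upward in camera) and shARID1A (0.26), the mesenchymal list in those labelled shARID1A/B (-0.46) no longer passed, and the interferon list in those labelled shARID1B reversed (0.04). CDH5 (0.65) and CDH6 (0.01) in the libraries labelled shARID1A/B and SRC (0.01) in those labelled shARID1A reversed.

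Taking the conditions from the deposited comparisons exchanges the groups by construction. Modulated genes were then 91 (817 at the wider cutoffs) for shARID1A, 191 (1440) for shARID1B and 669 (2648) for the combination, shared calls 72 and 155, genes departing from additivity 173, and genes changed more in the combination 92.2%. All 7 mesenchymal genes and 440 genes of Additional file 3 passed in the combination, and the adrenergic list was -0.21 there, the opposite direction in camera. With DESeq2's Wald test under these conditions, modulated genes were 144 (863 at the wider cutoffs), 255 (1569) and 824 (2862), shared calls 119 and 200, genes departing from additivity 432, genes in the clusters 51.1% and genes changed more in the combination 92.1%, and 7 mesenchymal genes and 446 genes of Additional file 3 passed. Requiring calls in each shRNA alone left 1656 genes for shARID1A and 841 for shARID1A/B at the wider cutoffs.

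DESeq2's Wald test called 144 modulated genes for shARID1B, of which 37 were shared, with 51.0% in the clusters. Under the conditions of the deposited comparisons it gave 119 shared calls for shARID1A, 432 genes departing from additivity and 51.1% in the clusters. Only 1 mesenchymal gene was lower in the libraries labelled shARID1B with DESeq2, RLE, upper-quartile normalization, edgeR with TMM, scaling to total reads, no filter and the replicate block. The correlations of shRNA differences were -0.72 and 0.84 with DESeq2, RLE, upper-quartile normalization and edgeR with TMM. They were -0.79 and 0.88 with a pseudocount of 5, -0.61 and 0.74 with no filter, and -0.83 and 0.92 among genes with a mean of at least 50, where 2583, 1409 and 2333 genes differed.

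Comparing only the libraries of the 2 groups made ARID1A in the libraries labelled shARID1A/B pass (-0.19). It gave shared calls of 76 and 8, and 76 for shARID1B under the conditions of the deposited comparisons, and 51.2% in the clusters. The adrenergic list changed direction in camera in the libraries labelled shARID1A/B (-0.03) and shARID1A (-0.21). In those labelled shARID1B the mesenchymal list (-0.42) and the interferon list (-0.48) passed. Departure from additivity needs all 4 groups and has no value in this setting. The gene lists were not tested with DESeq2, RLE, upper-quartile normalization or edgeR with TMM, and the differences between shRNAs have no value where a fit holds 1 shRNA set or averages over the shRNAs.

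Scaling moved the direction of small changes. ARID1B in the libraries labelled shARID1B was 0.02 with upper-quartile normalization and 0.01 with scaling to total reads, and 2 Fig. 2F genes were lower there with each. With total reads the adrenergic list in the libraries labelled shARID1A/B was 0.08, with the opposite direction in camera, and the mesenchymal list in those labelled shARID1B passed (-0.34). Upper-quartile normalization set the median of all genes at 0.19 in the libraries labelled shARID1A and 0.17 in those labelled shARID1A/B, and total reads at 0.12 in the latter. The share of lower genes among modulated genes of the libraries labelled shARID1A/B, 52.4%, became 36.6% with total reads and 40.7% with upper-quartile normalization. In those labelled shARID1B the share of 53.8% became 64.3% with RLE.

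Without a filter on low counts, the share in the clusters was 48.5%, and 50.2% under the conditions of the deposited comparisons. In the libraries labelled shARID1B 2 Fig. 2F genes were lower and the mesenchymal list passed (-0.31), and the adrenergic list in those labelled shARID1A/B (-0.03) changed direction in camera. An adjusted p-value under 0.001 in both single silencings left 19.9% in the clusters, and 13.2% under the conditions of the deposited comparisons. Genes called in one condition and measured in the other changed more in the combination in 9.0% and 6.1%, and in 34.2% and 41.7% under the conditions of the deposited comparisons. The label shares are against single conditions and the deposited ones against averages over each other group, so they are not like for like. Camera with an estimated correlation no longer called the S-phase (-0.39) and G2/M (-0.32) lists in the libraries labelled shARID1B. With fry the mesenchymal list there passed (-0.42) and the adrenergic list in those labelled shARID1A/B (-0.03) changed direction.

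Replicate numbers do not pair the libraries. Deviations of same-numbered libraries had a median correlation of 0.00457 over 63 pairs (-0.196 to 0.143), with 3 over 0.1, and 14 of the 126 other pairs were over 0.1. With the replicate number as a block, 1 mesenchymal gene was lower in the libraries labelled shARID1B and the adrenergic list in those labelled shARID1A/B (-0.03) changed direction in camera. The others of these 59 results kept their direction and their side of the threshold, and their counts stayed within 1.5 times, with 574, 72 and 156 modulated genes for shARID1A, shARID1B and shARID1A/B against 669, 91 and 191 without the block. Of the single genes named, MX2 and ITGB4 in the libraries labelled shARID1A and ITGB3 in those labelled shARID1A/B no longer passed the threshold.

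Across the 21 fits that each left out 1 library, modulated genes ranged from 48 (without control replicate 1) to 90 for shARID1B, from 530 (without control replicate 3) to 824 at the wider cutoffs, and from 119 (without control replicate 3) to 190 for shARID1A/B. Shared calls ranged from 99 to 156 for shARID1A and from 14 to 23 for shARID1B, both lowest without control replicate 2. Under the conditions of the deposited comparisons they ranged from 40 (without control replicate 1) to 71 and from 99 (without control replicate 2) to 156, genes departing from additivity from 78 (without control replicate 3) to 160, and the share in the clusters from 50.0% (without control replicate 1) to 62.6%. Without control replicate 1, lower integrins in the libraries labelled shARID1A/B fell to 7 (range 7 to 11), mesenchymal genes in those labelled shARID1A to 4 (4 to 7) and in those labelled shARID1B to 1 (1 to 2), and Fig. 2F genes there to 2 (2 to 5). The mesenchymal list in the libraries labelled shARID1B ranged from -0.47 to -0.38 and passed without shARID1B.3 replicate 2 (-0.41). The adrenergic list ranged from -0.07 to 0.04 in the libraries labelled shARID1A/B and from -0.31 to -0.09 in those labelled shARID1A, with changes of direction in camera in 11 and 12 fits. ITGB4 in the libraries labelled shARID1A/B ranged from -0.08 (without control replicate 2) to 0.23. With 3 control libraries, leaving out 1 of them removes much of the control's precision.

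Of the single genes named, 15 results lost their call in 19 settings and 64 of these fits, 16 gained one in 44 settings and 5 fits, and 6 reversed in 6 settings and 4 fits. Depth limits the genes with few reads, such as CDH5, MX2 and RUNX2, whose fold changes are uncertain.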

Differences from the paper's values

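The tests that bear on these differences were chosen after the values were seen and are given with the other observations. The paper's values from its figures were read by eye.

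The paper's number of modulated genes after silencing of ARID1A is about 150 in Fig. 2A, and 669 genes were modulated here in the libraries labelled shARID1A. None of the alternatives set before the data were examined closed the gap, with 410 genes as the lowest of them. Taking the conditions from the deposited comparisons, a setting chosen after seeing the values, gave 91 genes, which is also outside. The same conditions with DESeq2's Wald test, likewise chosen after seeing the values, gave 144 genes and closed it. For the combination the paper's number is about 810 in Fig. 2A, and 191 genes were modulated in the libraries labelled shARID1A/B. Of the alternatives set before the data were examined, 7 conditions with averaged contrasts (552 genes), the first shRNA set alone (942) and the second shRNA set alone (1173) closed the gap, and the others did not. With the conditions of the deposited comparisons, chosen after seeing the values, 669 genes were modulated, and 824 with DESeq2's Wald test as well, which both closed it. For shARID1B, where the paper's number is about 130 in Fig. 2A and 91 genes were modulated here, these conditions with DESeq2 gave 255. The authors' deposited table of this comparison holds 257 genes past the same cutoffs.

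The number of genes shared between shARID1B and the combination is about 89 in Fig. 2A, where it was 22 here between the libraries labelled shARID1B and shARID1A/B. It was 128 with 7 conditions and 121 with the first shRNA set, both within 1.5 times of the paper's, and none of the other alternatives set before the data were examined closed the gap. The conditions of the deposited comparisons, chosen after seeing the values, gave 155, or 200 with DESeq2's Wald test. Neither is within 1.5 times of the number in the figure, while the authors' deposited tables share 198 genes. The paper lists 469 repressed genes, of which 206 passed the cutoffs of Fig. 3B in the libraries labelled shARID1A/B. No alternative set before the data were examined closed this gap. It was closed by the conditions of the deposited comparisons, chosen after seeing the values, with 440 genes, or 446 with DESeq2's Wald test.

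Additional file 3 gives the paper's log2 fold changes, and 12 of the 16 genes compared differed. The paper's value for ITGB3 is -3.15, against -1.10 here in the libraries labelled shARID1A/B, and for CDH5 it is -3.05 against -0.77. ITGA4 (-2.14 in the paper, -1.11 here), ITGA6 (-2.06 and -1.02), ITGA8 (-1.57 and -0.82), ITGA9 (-2.22 and -1.64), ITGA11 (-1.52 and -0.62) and ITGAV (-2.19 and -1.38) also had smaller falls here. The same was so for CDH6 (-1.12 in the paper, -0.16 here), CDH11 (-1.82 and -0.92), LOXL2 (-2.76 and -1.69) and ILK (-1.01 and -0.54). Of the alternatives set before the data were examined, the first shRNA set closed the gap for ITGA4 (-1.59), ITGA9 (-1.96) and CDH5 (-2.20), and the second for ITGA8 (-1.34). None closed it for the other 8 genes. With the conditions of the deposited comparisons, chosen after seeing the values, 0 of the 16 genes differed, and the largest difference was 0.88 against 2.28 by the labels. With DESeq2's Wald test as well, also chosen after seeing the values, it was 0.01.

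The paper states that the single silencings modulate fewer genes than the combination and share most of them with it. By the labels, the libraries labelled shARID1A had 669 modulated genes, and 23.2% of them were shared. These libraries have both transcripts lowered, and their fold changes equal the authors' deposited combination table. Under the deposited conditions, chosen after seeing the values, the single silencings had 91 and 191 modulated genes against 669 in the combination, and shared 79.1% and 81.2% of them with it. It states that clusters of modulated genes changed more in the combination, where 37.7% of the genes changed more in the libraries labelled shARID1A/B than in both other groups. The share was 92.2% with the conditions of the deposited comparisons, chosen after seeing the values, 78.2% with the first shRNA set and 81.1% with the second. All of these genes were chosen for a large change in the group they were called in. Simulations with the other groups unchanged gave 99.9% by the labels and 100% by the deposited conditions. Setting the other groups unchanged fixes these values in advance, so they are no benchmark for the shares. For genes called in 1 condition and measured in the other, the shares were 9.0% and 6.1% by the labels, and 34.2% and 41.7% by the deposited conditions. The first pair is against single conditions and the second against averages over each other group, so the pairs are not like for like. It describes the effects of the 2 silencings as synergistic, and of the 110 modulated genes that departed from additivity here, 106 changed less than the sum. This is by the labels, where both transcripts are lowered in the libraries labelled shARID1A, so these counts cannot decide on synergy. By the deposited conditions, 173 genes departed from additivity in place of 4487, and all 15 of these among the 669 modulated genes changed less than the sum.

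Of the mesenchymal genes the paper reports as lower after combined silencing, CDH5, CDH6, CDH11, SNAI2 and NOTCH2 did not pass an adjusted p-value of 0.05 in the libraries labelled shARID1A/B. CDH11 passed with 7 conditions, with only the libraries of the 2 groups compared, and with each shRNA set. SNAI2 and NOTCH2 passed with 7 conditions and with each shRNA set, and CDH5 with the first set. SNAI2 also passed without any 1 of the shARID1A/B.2.3 libraries, for example -1.33 without replicate 1. CDH6 passed in none of the alternatives set before the data were examined. All 7 genes passed with the conditions of the deposited comparisons, chosen after seeing the values.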

Other observations

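All tests in this part were chosen after the result was seen.

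The targeted genes go against the labels shARID1B and shARID1A/B. A candidate explanation is that the columns of expression values carry the names of other groups. It was drawn from these values, among them the log2 fold change of ARID1B in the libraries labelled shARID1B, -0.07 (adjusted p = 0.81 from limma), so they are no test of it. Another is that the deposited comparison tables are misnamed and the columns are right. Then ARID1A would be lowered in the libraries labelled shARID1A/B as in those labelled shARID1A. Its log2 fold change was -0.19 in the first and -1.52 in the second, a difference of -1.34 (adjusted p = 1.43e-09). The values argue against the second explanation, and the first stays open as a hypothesis. Over 15456 genes each of the authors' deposited tables had the fold changes of libraries with another label, with median differences of 0.00026, 0.00016 and 0.00051, so the labels and the names of the tables cannot both be right. The conditions were not reassigned from measured values, and all results keep the labels. No biological explanation was tested.

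The 2 shRNAs of a group differed in many genes. With the cutoffs of Fig. 3B, shARID1A.2 and shARID1A.4 differed in 4442 genes, shARID1B.2 and shARID1B.3 in 2542, and shARID1A/B.2.3 and shARID1A/B.4.2 in 4139. Other splits of the 6 libraries of each group gave as many genes in 1 of 10 cases each, the real one alone, so the design cannot give a share under 0.1. If the numbers in the column names are right and effects add, the difference between the combinations correlates above 0 across genes with the sum of the single differences of the same name. Pearson's r was -0.75 over 18584 genes, which are not independent replicates, and it was between -0.63 and -0.60 in single replicate numbers.

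If instead the libraries labelled shARID1A hold the combinations, 1 orientation of the difference within them would correlate with the sums of the differences within the other groups more than any other. Of 4 orientations tried, the largest r was 0.86 and the others were -0.35, 0.35 and -0.86, with 0.73 to 0.77 in single replicate numbers for the largest. The orientations come in pairs that differ only in sign, so a largest positive r arises whatever the data. That prediction could therefore not fail. The orientation was picked by its value, so this is a hypothesis only. Trends with GC content and transcript length did not produce it (0.86 after removing them), nor did low counts (0.92 among 13675 genes with a mean of at least 50). Of 1777 genes lower in shARID1A.2 than in shARID1A.4 and 1778 lower in shARID1A/B.4.2 than in shARID1A/B.2.3, 1063 were in both, where 170 are due by chance, and 2 went the opposite way. An shRNA shared between conditions or an effect on other transcripts was not tested.

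PBRM1 (chromosome 3, 52545352 to 52685917), chosen after its values were seen, had a normalized value of 1199 ± 49.2 (SD, n = 3) in shARID1A.2 and 1221 ± 42.7 in shARID1A/B.4.2, against 3753 ± 71.0 in the control and 2942 to 3444 in the other conditions. Pooled by label, its log2 fold change was -0.89 in the libraries labelled shARID1A (adjusted p = 0.102 from limma), -0.24 in those labelled shARID1B (0.769) and -0.90 in those labelled shARID1A/B (0.126).

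The cell-cycle lists were lower in the libraries labelled shARID1A/B than in those labelled shARID1B. The S-phase median difference was -0.60. If scaling of the libraries were the cause, another scaling would shift the median of all genes between these groups as far, and the largest shift, with upper-quartile normalization, was 0.05. Removing trends with GC content and transcript length left -0.56, which exceeds the spread of the list between libraries of a condition. A candidate explanation is the level of the ARID1B transcript. Over the 6 silenced conditions, Pearson's r between the S-phase list and ARID1B was 0.83 (exact permutation p = 0.0861, adjusted 0.4) and Spearman's rho 0.43 (exact permutation p = 0.419, adjusted 0.663), among 8 relations. Without the 2 farthest conditions r was -0.93, so the relation rests on those conditions, and the level of ARID1B and other differences between the groups cannot be told apart with 6 conditions. For ARID1A r was -0.31 (exact permutation p = 0.653). Among 100 splits of the libraries of these groups, 2 gave an S-phase difference as large between shARID1A/B and shARID1B, the real one included, and 1 a G2/M difference as large.

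The adrenergic, mesenchymal, interferon and CDK inhibitor lists were written before the data were examined. Their camera tests are therefore an exception in this part, where tests of splits and explanations were chosen after the results were seen. Genes of the adrenergic list had median log2 fold changes of -0.03 in the libraries labelled shARID1A/B, -0.21 in those labelled shARID1A and -0.28 in those labelled shARID1B (smallest adjusted p = 0.56 from limma's camera test). For the interferon list they were -0.41, -0.43 and -0.48 (smallest 0.203), and for the CDK inhibitor list -0.14, -0.18 and -0.18 (smallest 0.457). The mesenchymal list in the libraries labelled shARID1B had a median of -0.42 (adjusted p = 0.0599), and it passed with fry. The family holds 18 tests, and the adrenergic, interferon and CDK inhibitor lists passed in none of theirs. The paper names 1 gene of the S-phase list, 2 of the G2/M list and 1 of the mesenchymal list, and Additional file 3 holds 4, 4 and 3 genes of these lists. It names 0 genes of the other 3 lists.

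For each silenced group, the 3 control and 6 silenced libraries were split in all 84 ways into groups of 3 and 6. As many modulated genes as with the real split, at each of the cutoffs of Fig. 2A and Fig. 3B, were given by 2 splits in the libraries labelled shARID1A, the real one included, and by 3 in those labelled shARID1B and in those labelled shARID1A/B. The other splits set apart the 3 libraries of 1 condition, 1 such split for shARID1A and 2 for each other group, so they follow the shRNAs. Only 1 split, the real one, gave as many lower integrins, lower mesenchymal genes, lower Fig. 2F genes and lower genes of Additional file 3, in all 3 groups. The study chose these genes for their fall in these libraries, which favours the real split, so this says nothing about other groupings. For the S-phase and G2/M lists, 1 split each gave a result as large in the libraries labelled shARID1A and shARID1A/B, and 20 splits did in those labelled shARID1B.

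The smaller lists did not stand apart from other splits. An adrenergic result as large was given by 60 splits in the libraries labelled shARID1A, a mesenchymal one by 12, an interferon one by 23 and a CDK inhibitor one by 29. In those labelled shARID1B these numbers were 6, 8, 37 and 46, and in those labelled shARID1A/B 78, 5, 42 and 39. The mesenchymal list is thus less certain than its camera test. Among 100 random assignments of the 21 libraries, 2 gave as many genes departing from additivity by the labels and 1 by the conditions of the deposited comparisons. Shared calls, and the shares of genes in clusters and with larger changes, could not be compared in this way. Only 1 assignment, the real one, gave as many shared calls, but no other one called a gene in the combination, which fixes their overlap at 0.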
